# Dietary iso-α-acids prevent acetaldehyde-induced liver injury through Nrf2-mediated gene expression

**DOI:** 10.1371/journal.pone.0246327

**Published:** 2021-02-05

**Authors:** Takahito Takase, Tsudoi Toyoda, Naoyuki Kobayashi, Takashi Inoue, Tomoko Ishijima, Keiko Abe, Hiroshi Kinoshita, Youichi Tsuchiya, Shinji Okada

## Abstract

Acetaldehyde is the major toxic metabolite of alcohol (ethanol) and enhances fibrosis of the liver through hepatic stellate cells. Additionally, alcohol administration causes the accumulation of reactive oxygen species (ROS), which induce hepatocyte injury-mediated lipid peroxidation. Iso-α-acids, called isohumulones, are bitter acids in beer. The purpose of this study was to investigate the protective effects of iso-α-acids against alcoholic liver injury in hepatocytes in mice. C57BL/6N mice were fed diets containing isomerized hop extract, which mainly consists of iso-α-acids. After 7 days of feeding, acetaldehyde was administered by a single intraperitoneal injection. The acetaldehyde-induced increases in serum aspartate aminotransferase (AST) and alanine aminotransferase (ALT) levels were suppressed by iso-α-acids intake. Hepatic gene expression analyses showed the upregulation of detoxifying enzyme genes, glutathione-S-transferase (GST) and aldehyde dehydrogenase (ALDH). In vitro, iso-α-acids upregulated the enzymatic activities of GST and ALDH and induced the nuclear translocation of nuclear factor-erythroid-2-related factor 2 (Nfe2l2; Nrf2), a master regulator of antioxidant and detoxifying systems. These results suggest that iso-α-acid intake prevents acetaldehyde-induced liver injury by reducing oxidative stress via Nrf2-mediated gene expression.

## Introduction

Excessive consumption of alcoholic beverages is a leading cause of liver disease, including cirrhosis, liver cancer, and acute and chronic liver failure, worldwide [1]. The metabolism of ethanol generates reactive oxygen species (ROS), which play a role in the deterioration of alcoholic liver disease (ALD) [2]. There was a positive correlation between individual alcohol consumption and the ratio of ALD patients to all liver disease patients, and both are increasing in Asia [3]. Globally, in 2010, alcohol-attributable liver cirrhosis was responsible for 493,300 deaths. And alcohol-attributable liver cirrhosis was responsible for 225,900 deaths in Asia [3].

Ingested alcohol (ethanol) is absorbed mainly in the small intestine and, passing through the liver, is distributed throughout the entire organism. Ethanol is oxidized to acetaldehyde by alcohol dehydrogenase (ADH), and acetaldehyde is further oxidized to acetic acid by aldehyde dehydrogenase (ALDH) [4]. There are 2 major ALDH isoforms, cytosolic ALDH (ALDH1) and mitochondrial ALDH (ALDH2), and acetaldehyde oxidation is almost entirely dependent on ALDH2 in the human liver. East Asian populations such as the Japanese, Chinese and Korean populations harbor an allele (ALDH2*2) of the ALDH2 gene that contains a single-nucleotide polymorphism and results in the synthesis of an inactive ALDH2 enzyme [5]. After ethanol consumption, ALDH2 deficiency causes increased accumulation of acetaldehyde in the blood and saliva [6].

Acetaldehyde binds to glutathione (GSH), reduces antioxidant activity and promotes the production of ROS [7]. Chronic alcohol consumption enhances cytochrome P450E1 activity and produces hyperoxide [8]. Hyperoxide is converted into hydrogen peroxide by superoxide dismutase (SOD), and it is a source of strong oxidative stress. The ROS produced can cause lipid peroxidation of cellular membranes and protein and DNA oxidation, which result in alcoholic liver disease [9]. Aspartate aminotransferase (AST) and alanine aminotransferase (ALT) are present in hepatocytes, and their levels in serum are altered by liver damage. Heavy drinking of ethanol induces increased serum ethanol concentrations and levels of liver function markers such as AST and ALT [10].

Nuclear erythroid 2-related factor 2 (Nfe2l2; Nrf2) is a transcription factor activated by oxidative stress, such as ROS and electrophiles, and regulates antioxidant gene expression [11]. A previous study showed that the enhanced expression of Nrf2 in mice prevents oxidative stress and ameliorates ALD through the modulation of antioxidant defense-associated genes [12]. Studies in Nrf2-knockout mice showed that Nrf2 deficiency enhanced alcohol-induced liver injury compared with Nrf-2 levels in control mice [13]. Thus, Nrf2-mediated antioxidant effects might be associated with protective effects against ALD.

Hop cones, the female flowers of *Humulus lupulus* L., are used as a preservative and flavoring in beer. Iso-α-acids, called isohumulones, are bitter acids in beer and result from the oxidation of hop-derived α-acids [14]. Iso-α-acids contribute to the preservation of beer by antibacterial activity [15]. Iso-α-acids have antioxidative activity and reduce metabolic inflammation and insulin resistance. Iso-α-acids improved blood vessel endothelium via reduction of the reactive oxygen species (ROS) in endothelial cell and human [16]. Intake of iso-α-acids reduced plasma glucose and triglyceride levels in high fat diet-fed mice [17]. And dietary supplementation with iso-α-acids was found to reduce the production of the proinflammatory prostaglandin E2 in the rat [18].

It was difficult to detect acetaldehyde in blood of ethanol administered mice. Blood acetaldehyde was detected in acetaldehyde intraperitoneal injected mice, but it was not detected in ethanol administered mice [19]. In this study, to investigate the effects of iso-α-acids on acetaldehyde metabolism and acetaldehyde-induced liver injury, we examined the influence of iso-α-acids consumption in acetaldehyde-treated mice.

## Materials and methods

### Materials

All reagents used in this study were commercial-grade specific reagents.

### Preparation of iso-α-acids

Iso-α-acids were prepared from hop extract (Hop Extract No. 102536; San-Ei Gen F.F.I., Inc., Japan). Hop extract was suspended in 1 N HCl for partitioning with hexane. We collected the hexane layer and prepared the extract, which included iso-α-acids in high density (isohumulones content of more than 70% by HPLC analysis), by distilling off the hexane in an evaporator, and we used the extract for experiments [14].

### Animal experiment

Eight-week-old male C57BL/6NCrSlc mice were purchased from Japan SLC (Shizuoka, Japan) and were housed under controlled temperature (24 ± 1°C), humidity (50–70%), and light (12 h light-dark cycle) conditions. The protocols for the animal experiments were approved by the Animal Use Committee of Sapporo Holdings Ltd., Research and Development Division (permission number: 2018–004).

The eight-week-old male C57BL/6NCrSlc mice were fed the AIN-93G diet (Oriental Yeast, Tokyo, Japan) for a week and then were divided into two groups (*n* = 15 per group) based on similar average body weight. The control diet group was fed the AIN-93G diet, and the iso-α-acid diet group was fed the AIN-93G diet containing 0.5% (w/w) iso-α-acids. Mice in the control group were pair-fed the control diet in the amount of the ad libitum intake of the iso-α-acids group for a week. After a week feeding period, animals were treated with an intraperitoneal (i.p.) injection of acetaldehyde (200 mg/kg) [19]. For serum AST and ALT assay and liver tissue collection, tail vein blood samples were collected at 0, 1, 3, and 5 h after the acetaldehyde injection (200 mg/kg, i.p.) and liver samples were collected after blood sampling (5 h time point) under deep anesthesia (*n* = 10). For blood acetaldehyde concentration measurement, orbital sinus blood samples were collected at 5, 10, and 15 min intervals after the acetaldehyde injections (*n* = 5).

### Serum enzyme assays

Serum was prepared from tail vein blood samples. Serum AST and ALT activity was measured using a transaminase CII test kit (Wako, Osaka, Japan).

### Determination of Aldehyde Dehydrogenase (ALDH) activity

The ALDH activity of mouse liver tissues and murine hepatoma cells was determined by measuring the 6-methoxy-2-naphthoic acid that produced 6-methoxy-2-naphthaldehyde by the oxidation of the aldehyde group using HPLC with fluorescence detection [20]. We used the Agilent 1100 HPLC system (Agilent Technologies Japan, Tokyo, Japan) equipped with a Symmetry C18 HPLC column (2.1 × 50 mm, 3.5 μm: Nihon Waters, Tokyo, Japan). The separation of compounds was carried out by gradient elution. Solvent A was 1.0% formic acid, and solvent B was acetonitrile containing 1.0% formic acid. The gradient program was as follows: 0 min, 36% B; 0–4.5 min, linear gradient to 54% B. The flow was 0.5 mL/min, the column temperature was 40°C, and naphthoic acid was detected by fluorescence (Ex. 310 nm/Em. 360 nm).

### Determination of Glutathione S-Transferase (GST) activity

The GST activity of mouse liver tissues and Hepa1c1c7 cells was determined by the method of Habig WH *et al*. [21]. The assay mixture (180 μL) contained 100 mM potassium phosphate (pH6.5), 1.0 mM GSH and 10 μL liver or cell fraction. The assay was started by addition of 20 μL of 10 mM 1-chloro-2,4-dinitrobenzene, bringing the total volume to 200 μL. The initial velocity of 2,4-dinitrophenyl-S-glutathione generation was measured its absorbance at 340 nm.

### Determination of lipid hydroperoxides

Levels of lipid hydroperoxide, such as malondialdehyde (MDA), in mouse liver tissues were assessed by the thiobarbituric acid reactive substances (TBARS) assay [22]. The assay mixture (150 μL) contained 0.375% thiobarbituric acid, 15% trichloroacetic acid, 0.4% butylated hydroxytoluene, 0.25N HCl and 50 μL liver fraction. The assay mixture was boiled for 15 minutes. The reaction of MDA with thiobarbituric acid was detected by spectrometry (532 nm).

### Determination of blood acetaldehyde levels

Collected orbital sinus blood samples were immediately added to 500 μL 0.001% (w/w) t-butanol as an internal standard consisting of 0.6 N perchloric acid, vortexed and then centrifuged at 1,000×g for 3 min. Finally, 450 μL of the supernatant was transferred to 20 mL gas chromatography vials and used to determine blood acetaldehyde levels by gas chromatograph (GC). A GC equipped with a flame ionization detector (GC-2014, Shimazu, Japan) combined with a head space auto sampler (TurboMatrix 40, PerkinElmer) was used throughout the study. The chromatographic conditions, in short, were as follows: the column, injector and detector temperatures were 90, 110, and 200°C, respectively. The separation column was a Supelcowax wide bore capillary (60 m length, 0.53 mm i.d., 2 μm film thickness, Supelco, PA, USA). Nitrogen was used as the carrier gas at 50 kPa [19].

### DNA microarray experiment

Total RNA was isolated from each liver sample using TRIzol reagent (Thermo Fisher Scientific, Waltham, MA, USA) and was subsequently purified using an RNeasy Mini Kit (Qiagen, Hilden, Germany) and RNase-Free DNase Set (Qiagen), according to the manufacturer’s protocol. Total RNA quality and quantity were assessed by agarose gel electrophoresis and spectrophotometry.

DNA microarray analysis was performed on liver samples from a total of ten mice (five mice each from the iso-α-acids and control diet groups) by choosing representative individuals from each group on the basis of their serum enzyme values.

For each sample, biotinylated single-stranded cDNA was synthesized from 100 ng of total RNA using a GeneChip WT PLUS reagent kit (Thermo Fisher Scientific). The cDNAs were subsequently hybridized to a Clariom S Mouse Array (Thermo Fisher Scientific). The arrays were washed and labeled with streptavidin–phycoerythrin using a GeneChip Hybridization, Wash and Stain Kit and the Fluidics Station 450 system (Thermo Fisher Scientific). Fluorescence was detected using a GeneChip Scanner 3000 7G (Thermo Fisher Scientific).

Affymetrix GeneChip Command Console software was used to reduce the array images to the intensity of each probe (CEL files). The CEL files were quantified using the Factor Analysis for Robust Microarray Summarization algorithm (quantile normalization, qFARMS) [23] with the statistical packages R [24] and Bioconductor [25]. Probe sets found to be differentially expressed between the iso-α-acids and control diet groups were identified according to the rank products method [26] using R. All microarray data were deposited in the National Center for Biotechnology Information Gene Expression Omnibus (http://www.ncbi.nlm.nih.gov/geo/; GEO Series accession number GSE140387).

Probe sets with a false-discovery rate (FDR) < 0.05 were considered to reflect the intake of the iso-α-acids. Gene-annotation enrichment analysis was then performed using the web tool Database for Annotation, Visualization, and Integrated Discovery (DAVID; http://david.abcc.ncifcrf.gov/) with Gene Ontology (GO). Benjamini-Hochberg FDR corrections were used to correct the results. GO terms with FDR-corrected *p*-values of < 0.01 were regarded as significantly enriched. Subsequently, Ingenuity Pathway Analysis (IPA, Qiagen) was used to identify activated/inactivated canonical pathways and upstream regulators by iso-α-acid intake. IPA calculated *p*-values using Fisher’s exact test. In addition, IPA also calculated activation z-scores. Canonical pathways and upstream regulators with a *p*-value < 0.05 were regarded as statistically significant. The pathways and upstream regulators with z-scores > 2 were regarded as significantly activated, and those with z-scores < -2 were regarded as significantly inactivated.

### Quantitative RT-PCR analysis

Total RNA isolated from liver samples was used. The cDNA synthesis of total RNA was carried out using a ReverTra Ace qPCR RT kit (TOYOBO, Osaka, Japan) according to the manufacturer’s instructions. To measure the mRNA amount in liver samples, RT-PCR was conducted with SYBR green dye using the LightCycler 480 SYBR system (Roche Applied Science, Mannheim, Germany). The oligonucleotide primers used for amplification were obtained from commercial products (*Adh1*, *Aldh1*, *Aldh2*, *Gsta2*, *Gsta4*, *Gstm1*, *Gstt2*, *Sod1* and *Actb* (β-actin) (Takara Bio, Shiga, Japan)). The expression of each gene was normalized to that of β-actin mRNA.

### Cell culture and treatment

Hepa1c1c7 (ECACC 95090613) murine hepatoma cells were cultured with alpha modified Eagle minimum essential medium supplemented with 10% fetal bovine serum, 100 units/mL penicillin, and 100 μg/mL streptomycin in an atmosphere of 5% CO^2^ at 37°C.

Cells were seeded on 6-well plates at a density of 2.5 × 10^5^ cells/well for each experiment and allowed to grow for 24 h. Cells were then treated with either vehicle (acetonitrile, 0.1%) or various concentrations (5, 25 or 100 ppm) of iso-α-acids for 48 h. The experimental conditions were in accord with a previous report [27].

### Western blotting

To examine the nuclear translocation of the transcription factor Nrf2, nuclear proteins were isolated from treated Hepa1c1c7 cells by using a LysoPure Nuclear and Cytoplasmic Extractor Kit (Wako).

Nuclear proteins were separated by 10% sodium dodecyl sulfate-polyacrylamide gel electrophoresis (SDS-PAGE). Proteins were transferred onto polyvinylidene difluoride membranes by using the Trans-Blot Turbo Transfer System (Bio-Rad Hercules, CA, USA), followed by blocking of nonspecific binding with 5% skim milk in Tris-buffered saline. Membranes were incubated with antibodies against Nrf2 (1:1,000; Cell Signaling Technology Japan, Tokyo, Japan) or β-actin (1:10,000; Cell Signaling Technology Japan) at 4°C overnight. After washing with Tris-buffered saline containing 0.05% Tween 20, membranes were incubated with peroxidase-labeled secondary antibody (1:5,000 anti-rabbit) for 1 h, and then immune complexes were visualized using ECL Prime Western Blotting Detection Reagent (GE Healthcare Japan, Tokyo, Japan) and analyzed by the ChemiDoc XRS system (Bio-Rad).

### Statistical analysis

All values are expressed as the mean ± standard error (S.E.M) of the mean. Statistical analysis was performed using Student’s t test and Dunnett’s test where appropriate by using JMP 13 (SAS Institute Japan, Tokyo, Japan). Differences were considered significant at *p* < 0.05.

## Results

### The preventive effects of iso-α-acid intake on acetaldehyde-induced liver injury

To evaluate the effects of iso-α-acids administration on acetaldehyde-induced liver injury, mice were fed iso-α-acids or a control diet for one week before administration of a single i.p. injection of acetaldehyde (200 mg/kg). Their body weights and liver weights were not different between the two groups (S1 Table). We measured acetaldehyde i.p. injection-induced changes in serum AST and ALT levels of the mice. The administration of acetaldehyde lead to increased serum AST and ALT levels. The elevations in both AST and ALT levels were significantly lower in the iso-α-acid diet group than in the control diet group (Fig 1). This result suggested that the intake of iso-α-acids provided preventive effects in mouse liver against acetaldehyde-induced injury.

**Fig 1:**
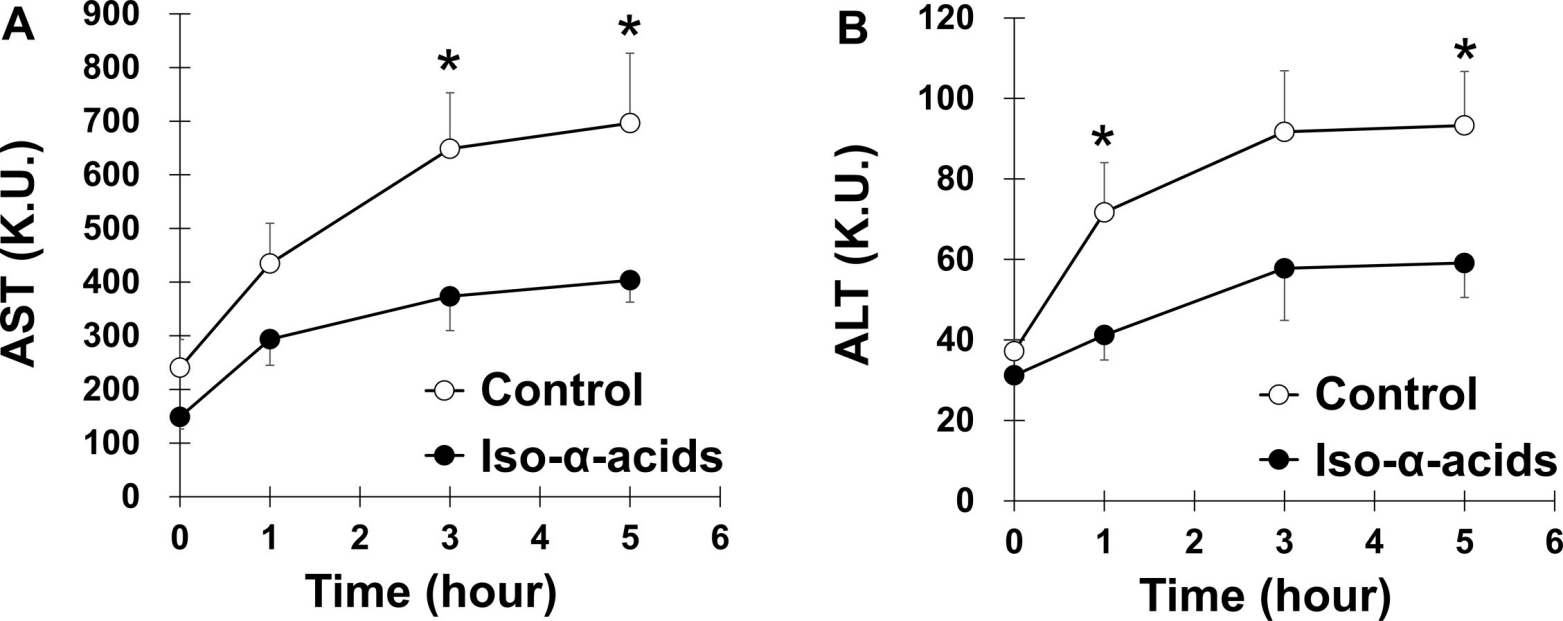
The effect of iso-α-acids on acetaldehyde-induced liver injury. Mice fed the control diet or the iso-α-acids diet for a week were treated with acetaldehyde (200 mg/kg, i.p.). Time course of serum AST (A) and ALT (B) levels after acetaldehyde treatment are shown. Data are represented as the mean ± S.E.M (*n* = 10). *p < 0.05 (vs. the control group).

### Intake of iso-α-acids upregulated the gene of detoxification, antioxidation and ethanol degradation

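Liver RNA from 10 mice was measured on Clariom S Mouse Arrays, with 1 mouse on each array. Iso-α-acids, the bitter acids formed from hop resins when beer is brewed, made up 0.5% (w/w) of the diet of 5 of these mice for 1 week. The other 5 mice were pair-fed the control diet, so that they ate as much as the iso-α-acids diet group. All 10 mice received 200 mg/kg of acetaldehyde i.p., and the livers were taken 5 h later. Each difference below is therefore between diets after acetaldehyde, not between treated and untreated livers. The authors chose the mice as representative individuals by their serum enzyme values, so the arrays are not a random draw from the groups. The authors applied quantile normalization and summarized the probes with qFARMS, a factor analysis that gives 1 value per probe set and shrinks probe sets whose probes do not vary together. The values were read as log2 levels, with a range of 4.94 to 13.37, although the log base is not stated. Of 22206 probe sets, 19572 carried 1 gene symbol and 2634 carried none and are not named here. For 19767 probe sets (89.0%), the summarized value was almost constant over the 10 arrays, with an SD under 0.001 on the log2 scale and a median SD of 1.05e-05. For the genes of these flat probe sets the values can show neither a change nor its absence. Counts below of genes that did not pass limma's test include such flat genes. The remaining 2439 probe sets are called varying, a split that was set after the values had been seen. The diet groups were compared with limma and with rank products, the test named in the methods, each at an adjusted p or FDR under 0.05. Of 43 gene lists fixed before the data were examined, each was tested as a group with camera. This test compares the genes of a list with all other genes, most of which were flat here. The number of arrays limits the precision.

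**Figure D1:**
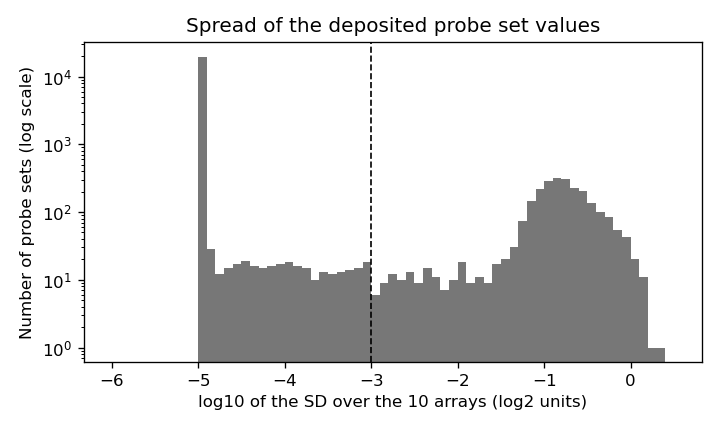
Number of probe sets (vertical axis, log scale) by the log10 of the SD of their log2 values over the 10 arrays (horizontal axis). The dashed line marks an SD of 0.001, with 19767 probe sets to its left and 2439 to its right.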

To characterize the mechanism underlying the preventive effects of iso-α-acids on acetaldehyde-induced liver disease, the global gene expression in mouse liver was analyzed by a DNA microarray technique. 

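Among the mice fed the iso-α-acids diet, replicate 1 differed from the other 4 in genes of the acute phase response and of cholesterol synthesis. Metallothionein 1 (Mt1) and lipocalin 2 (Lcn2), which the liver makes in response to stress and inflammation, were higher in this mouse than the mean of replicates 2 to 5 by 3.72 and 3.69 on the log2 scale. Genes of cholesterol synthesis were lower in it, such as Hmgcs1 by a log2 difference of -2.58 and Sqle by -2.28. On the first principal component, which held 46.6% of the variance, the control diet group lay between -9.85 and -7.35. Replicates 2 to 5 of the iso-α-acids diet group lay between 5.60 and 5.69, and replicate 1 lay at 21.8. On the second component, with 34.5% of the variance, replicate 1 lay at 17.3 and replicates 2 to 5 between -9.63 and -8.43. The root mean square difference over varying probe sets was 0.625 to 0.646 between replicate 1 and each of the other 4. It was 0.129 to 0.169 among these 4, and 0.175 to 0.365 among the 5 control mice. Every array of the iso-α-acids diet group lay above every control array on the first component. For Mt1, Lcn2, Hmgcs1 and Sqle, the difference of replicate 1 from the other mice was not tested.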

Principal component analysis of DNA microarray data revealed that mice fed the iso-α-acids diet and control diet formed clusters that were distinct from each other (S1 Fig). This result showed that the iso-α-acids diet significantly influenced the gene expression profile in mouse liver. 

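Genes of the Cyp4a family, whose enzymes hydroxylate fatty acids, were the most strongly raised among the genes that passed limma's test with no overlap between the groups. Cyp4a14 was at 12.67 ± 0.15 (SD, n = 5) in the iso-α-acids diet group and at 6.42 ± 0.092 (SD, n = 5) in the control diet group on the log2 scale. The log2 difference was 6.25 (standard error 0.076, adjusted p = 4.54e-09 from limma). Cyp4a10 rose by 4.26 (standard error 0.13) and Cyp4a31 by 2.80 (standard error 0.14). The largest fall by the same criteria was that of Sdr9c7, which encodes a short-chain dehydrogenase, with a log2 difference of -1.50 (standard error 0.18, adjusted p = 0.00919 from limma). Over all probe sets, the pseudo-F of the groups, which compares distances between and within groups, was 6.12. No other split of the mice into 5 and 5 gave a larger value (exact permutation test over all such splits, p = 0.00794, the smallest p this design allows). Without replicate 1 of the iso-α-acids diet group the pseudo-F was 13.1, and with each probe set scaled to unit variance it was 1.32. Scaling gives a flat probe set the same weight as a varying one, so the flat 89.0% make up most of this last value.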

We extracted differentially expressed genes (DEGs) statistically using the rank products method and identified 851 upregulated probe sets and 714 downregulated probe sets in the iso-α-acid diet group compared to the control diet group, with an FDR of < 0.05.

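Upregulated probe sets included those of Abcc3, an exporter of conjugated compounds, with a log2 difference of 2.04 (standard error 0.20, adjusted p = 0.00353 from limma), and of Acot1, an acyl-CoA thioesterase, with 2.06 (standard error 0.26, adjusted p = 0.0129 from limma). Among the downregulated were Apoa4, which encodes an apolipoprotein, with a log2 difference of -0.92 (standard error 0.14, adjusted p = 0.0304 from limma), and the complement genes C8a and C8b, with -0.59 and -0.58. These 5 genes were picked from those that passed limma's test with no overlap between the groups, so their lack of overlap is not a separate result. By rank products, 826 probe sets were upregulated and 708 downregulated, with 2 counted in both. Of the 826 and 708, 818 and 693 were varying probe sets, and together they made up 61.9% of all varying probe sets. With limma, 131 probe sets were higher and 38 lower, 156 of which rank products also called, and 18 of which were flat with differences of at most 0.000319. Of the varying probe sets, 473 (19.4%) had no overlap between the groups, where chance gives 0.794%. The counts depended on single mice. Without replicate 1 of the iso-α-acids diet group, limma called 349 higher and 147 lower. It called 101 and 25 without control replicate 3, and 65 to 82 and 6 to 18 without any other 1 mouse, and rank products called 464 downregulated without replicate 5 of the iso-α-acids diet group. Over varying probe sets alone, an alternative chosen after the data were seen, limma called 327 higher and 168 lower, and rank products 93 and 75. After quantile normalization was applied again, limma called 123 higher and 71 lower.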

DEGs were classified into functional categories according to Gene Ontology (GO) biological process terms using a modified Fisher’s exact test (FDR < 0.01). The significantly enriched GO terms found in the upregulated and downregulated genes were applied to QuickGO to map the terms hierarchically (S2 and S3 Figs). 

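Some genes of enzymes that make, recycle and use glutathione rose in the livers of the iso-α-acids diet group. Glutamate-cysteine ligase carries out the first step of glutathione synthesis. Its catalytic subunit (Gclc) rose by 0.41 on the log2 scale (standard error 0.057, adjusted p = 0.0202 from limma). Its modifier subunit (Gclm) did not pass, with a log2 difference of 0.15 (standard error 0.092, adjusted p = 0.665 from limma). Glutathione reductase (Gsr), which regenerates reduced glutathione, rose by 0.50 (standard error 0.047, adjusted p = 0.00286 from limma), and 5-oxoprolinase (Oplah) rose by 0.39 (standard error 0.051). Of the 19 genes of Table 1, 9 rose, none fell and 10 did not pass limma's test over all probe sets. The 10 included superoxide dismutases Sod1 and Sod2, with log2 differences of 0.11 (standard error 0.034) and 0.14 (standard error 0.046), and Cth, with 0.24 (standard error 0.15). When adjusted over the list alone, 17 rose, and rank products called all 19 upregulated. The study chose this list on these samples, so its direction is not independent evidence. The mean log2 difference of the 19 genes was 0.61 (camera, adjusted p = 4.34e-28), and the call held with an estimated correlation (adjusted p = 0.000535). Without control replicate 2, 4 or 5, or replicate 2 or 3 of the iso-α-acids diet group, limma called 5 of the 19 genes, and 12 without its replicate 1. Over varying probe sets alone, rank products called 5.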

To select DEGs related to liver injury, we focused on the upregulated genes including GO terms related to “glutathione metabolic process (GO:0006749)” (Table 1). The expression of genes in the GST family was upregulated by the intake of iso-α-acids. 

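Genes of the mu, theta and alpha classes were among the glutathione S-transferases that rose. Of the mu class, Gstm3 rose by 1.90 on the log2 scale (standard error 0.18, adjusted p = 0.00268 from limma), Gstm4 by 1.61, Gstm2 by 1.32 and Gstm1 by 0.77. Gstt2 of the theta class rose by 1.74 (standard error 0.16, adjusted p = 0.00242 from limma) and Gsta2 of the alpha class by 2.12 (standard error 0.34, adjusted p = 0.0331 from limma). Of 25 glutathione S-transferase genes measured, 19 varied. Among the 25, 10 rose, none fell and 15 did not pass limma's test. Rank products called 14 upregulated and 3 downregulated. The 3 were the pi class genes Gstp1, Gstp2 and Gstp3, with log2 differences of -0.28, -0.26 and -0.13. Adjusted over the list alone, 14 rose and 2 fell in limma. Gsta4, which removes 4-hydroxynonenal, had a log2 difference of 0.48 (standard error 0.15, adjusted p = 0.304 from limma). The list as a whole was higher, with a mean log2 difference of 0.53 (camera, adjusted p = 4.37e-14, and adjusted p = 0.0137 with an estimated correlation). Among varying probe sets alone the call held (adjusted p = 1.56e-05 from camera) but was lost with an estimated correlation (adjusted p = 0.314). Of the genes of this list, 8 are also in Table 1. Without 1 mouse, limma called from 6 to 12 of the 25 genes higher.

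**Figure D2:**
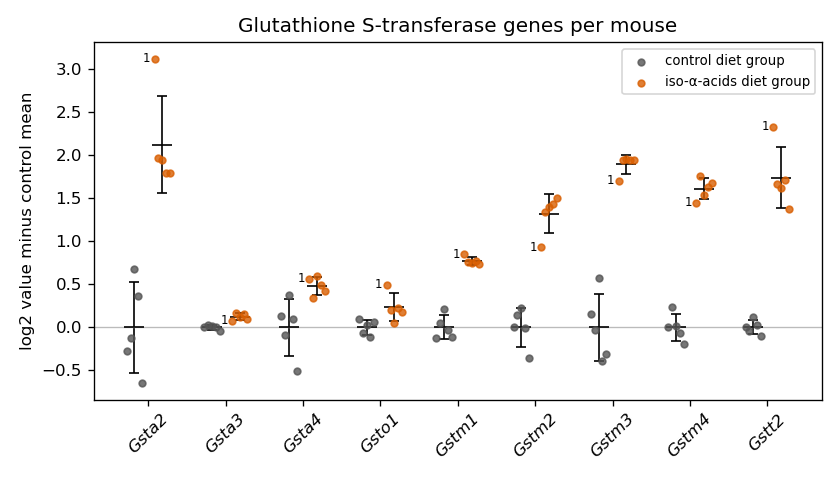
Log2 values of the 8 glutathione S-transferase genes of Table 1 and of Gstm3 (horizontal axis), each minus the mean of the control diet group (vertical axis). Points are single mice, bars are the mean ± SD (n = 5), and 1 marks replicate 1 of the iso-α-acids diet group. The groups do not overlap for Gstm1, Gstm2, Gstm3, Gstm4, Gstt2, Gsta2 and Gsta3.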

The GST family are Phase II drug-metabolizing enzymes and have the function of detoxification and antioxidation. Next, DEGs were imported into the IPA software to identify biological networks and pathways (Table 2). This pathway analysis also showed the expression changes in genes in detoxification and antioxidation pathways such as “Nrf2-Mediated Oxidative Stress Response”, “Glutathione-Mediated Detoxification” and “Glutathione Redox Reactions” pathways. These pathways were predicted to be activated. Furthermore, the analysis predicted the activation of ethanol degradation pathways. 

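Of 22 antioxidant enzymes measured, glutaredoxin, thioredoxin reductase and glutathione reductase (Gsr) rose. Glutaredoxin (Glrx), which reduces proteins bound to glutathione, was at 9.54 ± 0.22 (SD, n = 5) in the iso-α-acids diet group and at 8.75 ± 0.17 (SD, n = 5) in the control diet group on the log2 scale, a 1.72-fold difference (adjusted p = 0.0308 from limma). Thioredoxin reductase (Txnrd1) was 1.27-fold higher (log2 difference 0.34, standard error 0.040, adjusted p = 0.00950 from limma). Among the 22 genes, 16 varied. None of the 22 fell and 19 did not pass limma's test, and rank products called 7 upregulated and 2 downregulated. Peroxiredoxin 4 (Prdx4) had a log2 difference of -0.31 (standard error 0.068) and glutathione peroxidase 1 (Gpx1) one of 0.02 (standard error 0.020). When adjusted over the list alone, 8 rose and 1 fell. The list was higher than other genes (camera, adjusted p = 3.58e-06, and adjusted p = 0.0463 with an estimated correlation), with a mean log2 difference of 0.10. Among varying probe sets alone the call was lost (adjusted p = 0.0534 from camera on limma's fit). Without 1 mouse, limma called from 2 to 5 of these genes higher, 5 of them without replicate 1 of the iso-α-acids diet group.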

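For ethanol and acetaldehyde oxidation, the mean of the 9 varying genes lay above that of all control mice in 4 of the 5 mice of the iso-α-acids diet group. It lay above the control mean by 0.56 on the log2 scale in replicates 2 to 5, and at -0.03 in replicate 1. No single gene passed limma's test over all probe sets, while 7 of the 15 measured were higher at an unadjusted p under 0.05 and rank products called 8 upregulated and none downregulated. Aldh3a2, a fatty aldehyde dehydrogenase, had a log2 difference of 1.54 (standard error 0.31, adjusted p = 0.0897 from limma). Alcohol dehydrogenase 1 (Adh1) had one of 0.15 (standard error 0.034, adjusted p = 0.130 from limma), and all 5 mice of the iso-α-acids diet group lay above all control mice. Mitochondrial Aldh2, which oxidizes most acetaldehyde, had one of 0.08 (standard error 0.032, adjusted p = 0.495 from limma). Adjusted over the list alone, 4 genes rose and none fell. The list had a mean log2 difference of 0.27 (camera, adjusted p = 0.000122), a call that was lost with an estimated correlation (adjusted p = 0.139). Without replicate 1 of the iso-α-acids diet group, limma called 5 genes of the list higher, among them Adh1 (adjusted p = 0.0296).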

DNA microarray analysis and IPA revealed that the expression of genes related to detoxification, antioxidation and ethanol degradation were upregulated in the liver by iso-α-acid intake. Therefore, we analyzed the expression of these genes in the liver by quantitative RT-PCR analysis (Fig 2). 

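Some detoxification genes of phase I also rose, among them cytochromes P450 that act on drugs and other foreign compounds. Cyp2b10 rose by 2.59 on the log2 scale (standard error 0.32, adjusted p = 0.0122 from limma) and Cyp2a4 by 2.06 (standard error 0.30, adjusted p = 0.0266 from limma). Cyp3a44 was at 8.34 ± 0.067 (SD, n = 5) in the iso-α-acids diet group and at 6.74 ± 0.040 (SD, n = 5) in the control diet group. Of 26 genes of xenobiotic cytochromes P450, 9 rose, none fell and 17 did not pass limma's test, and 16 rose and 1 fell when adjusted over the list alone. Their mean log2 difference was 0.82 (camera, adjusted p = 1.59e-18, and adjusted p = 0.0137 with an estimated correlation). Among varying probe sets alone the call held (adjusted p = 2.73e-06 from camera) but was lost with an estimated correlation (adjusted p = 0.314). Without 1 mouse, limma called from 5 to 10 of these genes higher. Of 19 aldehyde dehydrogenase genes, only 9 varied. None of the 19 passed limma's test over all probe sets, 8 were higher at an unadjusted p under 0.05, and rank products called 8 upregulated and none downregulated. Over varying probe sets alone, limma called 5 higher. The cytosolic Aldh1a1, taken here as the gene the paper calls Aldh1, had a log2 difference of 0.70 (standard error 0.15, adjusted p = 0.102 from limma). Adjusted over the list alone, 5 aldehyde dehydrogenases rose. As a group they had a mean log2 difference of 0.21 (camera, adjusted p = 0.000178, and adjusted p = 0.0473 with an estimated correlation). Among varying probe sets alone the call held (adjusted p = 0.00846 from camera) but was lost with an estimated correlation (adjusted p = 0.635). The varying aldehyde dehydrogenases lay above the control mean by 0.51 in replicates 2 to 5 of the iso-α-acids diet group and by 0.13 in its replicate 1. Without replicate 1, limma called 5 of them. From the glutathione genes of Table 1 and the pathways of Table 2, the paper concludes that the iso-α-acids diet raised the expression of genes of detoxification, antioxidation and ethanol degradation in the liver, and it then measured some of them by quantitative RT-PCR.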

The expression levels of *Gsta4*, *Gstm1*, *Gstt2*, *Adh1*, *Aldh1* and *Aldh2* were significantly increased in the iso-α-acid diet group compared to the control diet group. However, the expression levels of *Gsta2* and Sod1 were not increased. These results indicated that the intake of iso-α-acids upregulated the expression levels of genes related to detoxification, antioxidation and ethanol-acetaldehyde degradation in mouse liver.

**Fig 2:**
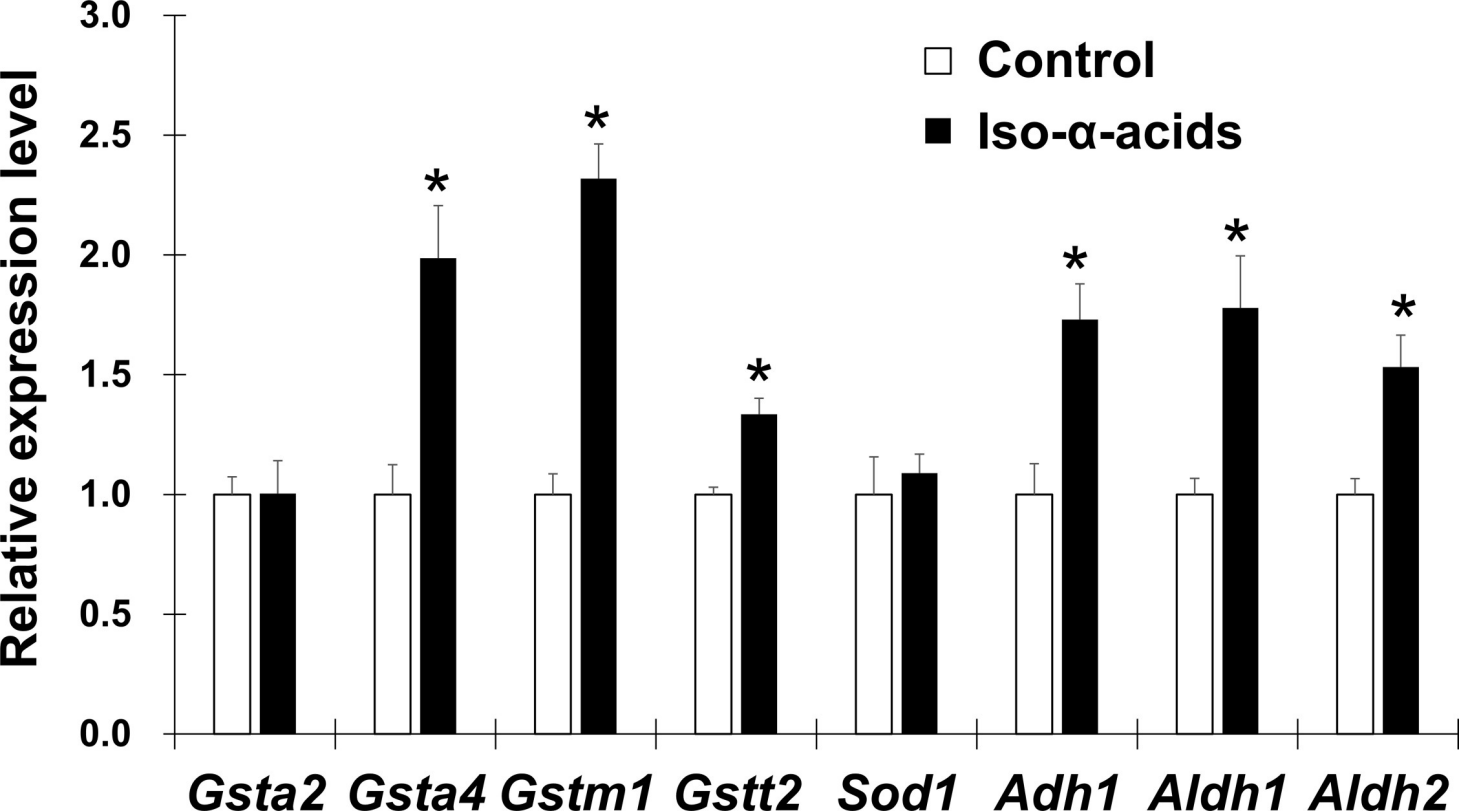
The effect of iso-α-acids on mRNA expression of genes related to the glutathione metabolic process, oxidative stress response and aldehyde metabolism in the liver. Mice fed the control diet or the iso-α-acids diet for a week were treated with acetaldehyde (200 mg/kg, i.p.) for 5 hours. mRNA levels were examined by quantitative RT-PCR and normalized to β-actin mRNA expression. The relative expression levels of genes were calculated as the ratio of levels in the iso-α-acids group relative to those in the control group. Data are shown as the mean ± S.E.M (*n* = 5). *p < 0.05 (vs. the control group).

**Table 1:** Upregulated genes related to the glutathione metabolic process that are altered in the liver following the consumption of an iso-α-acids diet by a DNA microarray analysis.

Gene name	Gene symbol	FDR
***5-Oxoprolinase***	*Oplah*	4.9.E-04
***Aldehyde dehydrogenase family 5*, *subfamily A1***	*Aldh5a1*	1.5.E-03
***Cystathionase***	*Cth*	1.5.E-02
***Ethylmalonic encephalopathy 1***	*Ethe1*	7.4.E-04
***Glutamate-cysteine ligase*, *catalytic subunit***	*Gclc*	3.9.E-04
***Glutamate-cysteine ligase*, *modifier subunit***	*Gclm*	3.0.E-02
***Glutathione S-transferase omega 1***	*Gsto1*	2.8.E-03
***Glutathione S-transferase*, *alpha 2***	*Gsta2*	1.1.E-09
***Glutathione S-transferase*, *alpha 3***	*Gsta3*	9.2.E-03
***Glutathione S-transferase*, *alpha 4***	*Gsta4*	2.8.E-04
***Glutathione S-transferase*, *mu 1***	*Gstm1*	1.2.E-05
***Glutathione S-transferase*, *mu 2***	*Gstm2*	1.8.E-07
***Glutathione S-transferase*, *mu 4***	*Gstm4*	2.4.E-08
***Glutathione S-transferase*, *theta 2***	*Gstt2*	9.8.E-09
***Glutathione peroxidase 4***	*Gpx4*	5.1.E-04
***Glutathione reductase***	*Gsr*	1.5.E-04
***Isocitrate dehydrogenase 1***	*Idh1*	1.2.E-02
***Superoxide dismutase 1***	*Sod1*	1.1.E-02
***Superoxide dismutase 2***	*Sod2*	7.4.E-03

**Table 2:** Significantly activated/inactivated canonical pathways in the DEGs induced by iso-α-acids intake.

IPA canonical pathways	*p*-value	Z-score
**EIF2 Signaling**	4.0E-24	activated
**LPS/IL-1-Mediated Inhibition of RXR Function**	1.3E-22	inactivated
**Superpathway of Cholesterol Biosynthesis**	1.3E-17	activated
**Fatty Acid β-oxidation I**	1.3E-12	activated
**Nrf2-Mediated Oxidative Stress Response**	4.0E-12	activated
**Cholesterol Biosynthesis I**	5.8E-10	activated
**Cholesterol Biosynthesis II**	5.8E-10	activated
**Cholesterol Biosynthesis III**	5.8E-10	activated
**Glutathione-Mediated Detoxification**	7.6E-10	activated
**Serotonin Degradation**	7.1E-09	activated
**Mevalonate Pathway I**	2.2E-08	activated
**Ethanol Degradation II**	2.8E-08	activated
**Triacylglycerol Degradation**	3.7E-08	activated
**Superpathway of Geranylgeranyldiphosphate Biosynthesis I**	5.1E-08	activated
**Valine Degradation I**	2.4E-07	activated
**Noradrenaline and Adrenaline Degradation**	6.2E-07	activated
**Ketogenesis**	1.9E-06	activated
**Isoleucine Degradation I**	3.1E-06	activated
**Glutathione Redox Reactions I**	9.5E-06	activated
**Glutaryl-CoA Degradation**	1.1E-05	activated
**Triacylglycerol Biosynthesis**	1.9E-05	activated
**Stearate Biosynthesis I**	1.9E-05	activated
**Oxidative Ethanol Degradation III**	5.4E-05	activated
**γ-Linolenate Biosynthesis II**	7.2E-05	activated
**Mitochondrial L-Carnitine Shuttle Pathway**	1.2E-04	activated
**Tryptophan Degradation X**	1.3E-04	activated
**Zymosterol Biosynthesis**	1.9E-04	activated
**TCA Cycle II**	2.6E-04	activated
**Ethanol Degradation IV**	2.6E-04	activated
**Ketolysis**	2.1E-03	activated
**Phosphatidylglycerol Biosynthesis II**	3.5E-03	activated
**Putrescine Degradation III**	3.7E-03	activated
**Oleate Biosynthesis II**	8.3E-03	activated
**Histamine Degradation**	8.7E-03	activated
**CDP-Diacylglycerol Biosynthesis I**	9.8E-03	activated
**Fatty Acid Activation**	1.2E-02	activated
**Acyl-CoA Hydrolysis**	1.2E-02	activated

DEGs obtained by a DNA microarray analysis were enriched (p-value < 0.05) and predicted to be activated/inactivated (|activation Z-score| > 2) in 37 IPA canonical pathways.

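Some genes that break down fatty acids rose in the iso-α-acids diet group. Ehhadh, an enzyme of peroxisomal β-oxidation, rose by 1.78 on the log2 scale (standard error 0.27, adjusted p = 0.0292 from limma), and the mitochondrial acyl-CoA dehydrogenase Acadm rose by 0.59 (standard error 0.045, adjusted p = 0.000763 from limma). Of 23 genes of β-oxidation, 4 rose, none fell and 19 did not pass limma's test, and 19 rose when adjusted over the list alone. Their mean log2 difference was 0.55 (camera, adjusted p = 4.00e-24), but the call was lost with an estimated correlation (adjusted p = 0.0929). Replicate 1 of the iso-α-acids diet group lay 0.10 above the control mean and replicates 2 to 5 lay 0.66 above it. Without 1 mouse, limma called from 2 to 18 of these genes, the 18 without replicate 1. Of 56 genes of cytosolic ribosomal proteins, Rpl11 rose (log2 difference 0.19, standard error 0.032, adjusted p = 0.0465 from limma), 55 did not pass limma's test, and rank products called 44 upregulated. All 52 that varied had a positive difference, with a mean log2 difference over the list of 0.15 (camera, adjusted p = 5.72e-21, and adjusted p = 0.252 with an estimated correlation). Adjusted over the list alone, 2 ribosomal protein genes rose, and without 1 mouse limma called from 0 to 3. Their varying genes lay 0.39 above the control mean in replicate 1 and 0.11 above it in replicates 2 to 5, and without replicate 1 the mean log2 difference of the list was 0.10. No gene of cholesterol synthesis passed limma's test among 18, all 15 that varied had a positive difference, and rank products called 14 upregulated. At an unadjusted p under 0.05, 1 was higher and 1 lower, the lower one a flat gene. The mean log2 difference of the 18 genes was 0.38 (camera, adjusted p = 0.0288, and adjusted p = 0.614 with an estimated correlation). The varying genes of this list lay 0.83 above the control mean in replicates 2 to 5 and at -1.02 in replicate 1. Without replicate 1, limma called 10 of them higher. The camera call was lost without control replicate 3, 4 or 5 or without replicate 2, 3, 4 or 5 of the iso-α-acids diet group (adjusted p = 0.0584 to 0.172), and adjusted over the list alone with all mice 1 rose. In the TCA cycle, Suclg2 rose by 0.30 (standard error 0.023, adjusted p = 0.000919 from limma) and 15 of 16 genes did not pass.

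**Figure D3:**
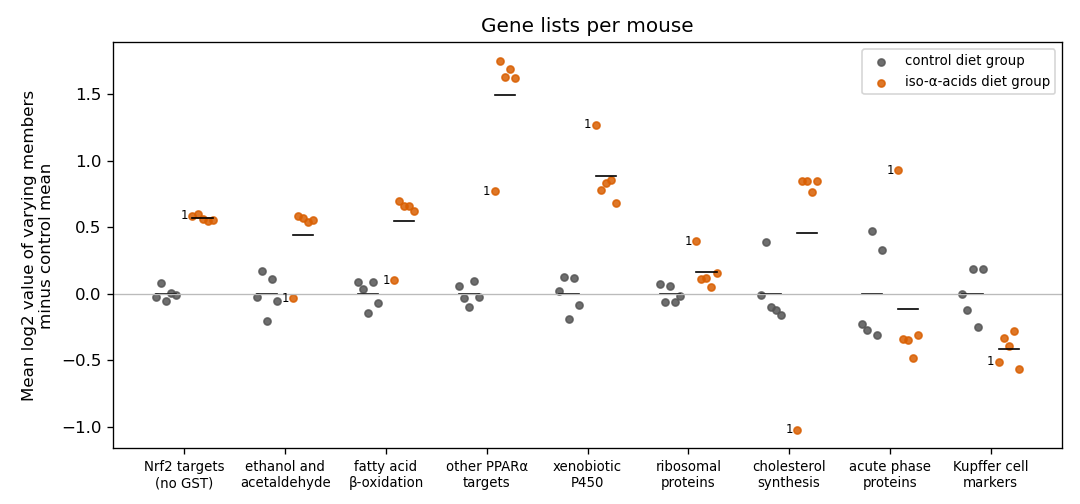
Mean log2 value of the varying genes of 9 gene lists (horizontal axis), minus the mean of the control diet group (vertical axis). Points are single mice, lines are group means (n = 5), and 1 marks replicate 1 of the iso-α-acids diet group. This mouse lies at -1.02 for cholesterol synthesis, where the other 4 mice of its group lie 0.83 above the control mean on average.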

### Intake of iso-α-acids accelerated acetaldehyde metabolism

To evaluate the effects of iso-α-acids intake on detoxification, antioxidation and acetaldehyde metabolism, the liver tissue samples were collected 5 hours after acetaldehyde treatment and prepared. GST and ALDH activities were significantly increased in the iso-α-acids diet group (Fig 3A and 3B). These results indicated that the intake of iso-α-acids provided strong antioxidative, detoxication and acetaldehyde degradation effects to mouse liver at the enzymatic activity level.

**Fig 3:**
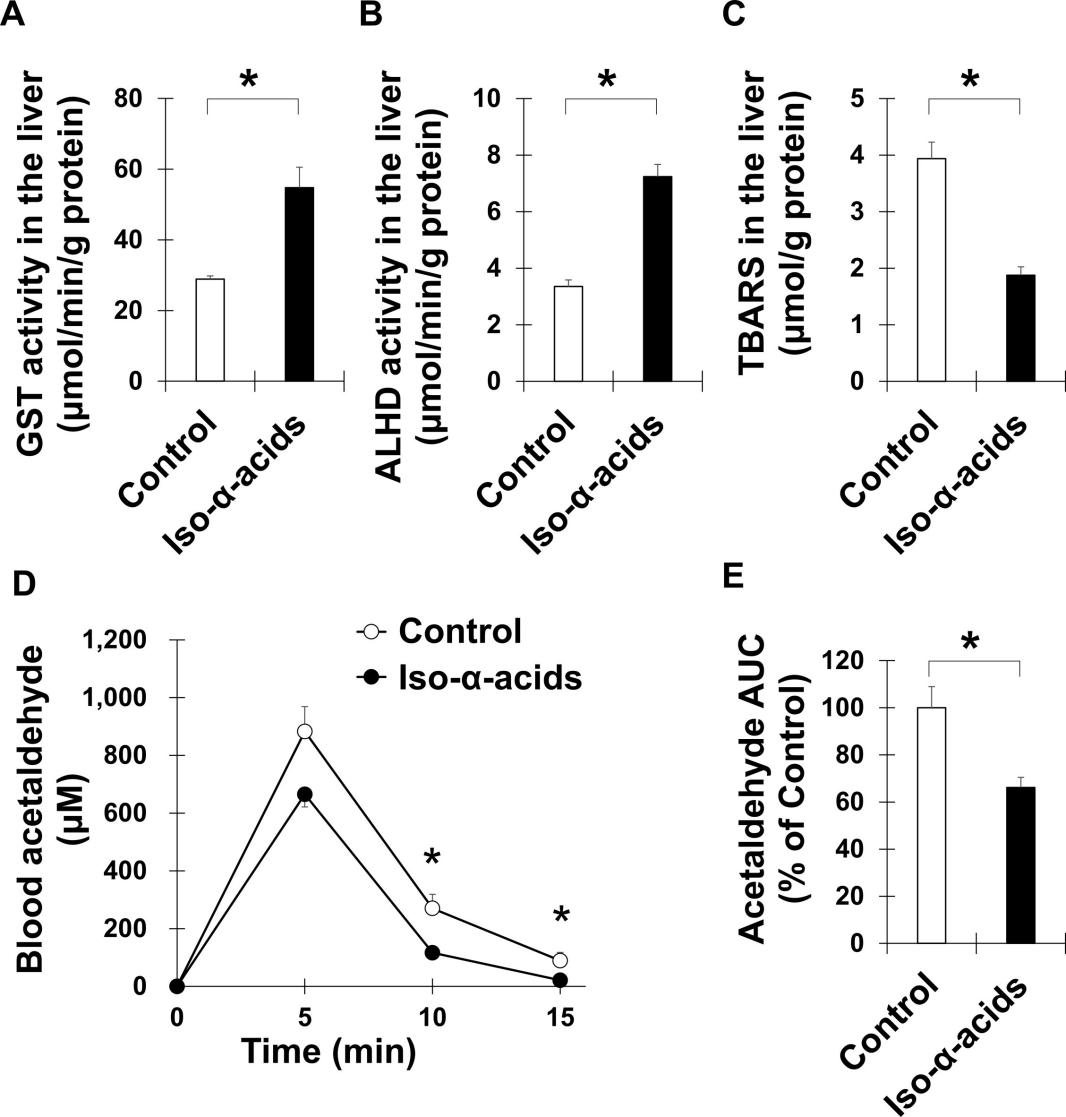
The effect of iso-α-acids on hepatic GST activity, ALDH activity, oxidative stress and blood acetaldehyde metabolism. Mice fed the control diet or the iso-α-acids diet for a week were treated with acetaldehyde (200 mg/kg, i.p.). The GST activity (A), ALDH activity (B) and TBARS (C) levels of the liver tissues 5 hours after the treatment were examined (*n* = 10). (D) Time course of the acetaldehyde concentrations of the blood samples after acetaldehyde treatment were examined (*n* = 5). (E) Areas under the curve were calculated by trapezoidal rule from 0 to 15 min. Data are represented as the mean ± S.E.M. *p < 0.05 (vs. the control group).

Next, the level of TBARS, a biomarker of oxidative stress, in the liver was measured. The level of TBARS was reduced by iso-α-acid ingestion (Fig 3C). The time course of blood acetaldehyde concentrations was measured in the control diet and the iso-α-acids diet mice. The iso-α-acid diet mice exhibited accelerated acetaldehyde metabolism compared to the control diet mice (Fig 3D and 3E). These results strongly suggested that the enhanced enzymatic activities in the liver facilitated a reduction in reactive oxygen species and the degradation of acetaldehyde in mice fed the iso-α-acids diet.

### Nrf2 accumulation in iso-α-acids treated murine hepatocyte cells

Finally, we focused on the transcription factor Nrf2/Nfe2l2 as an upstream regulator of the expression of genes related to detoxification, antioxidation and ethanol-acetaldehyde degradation in the livers of mice fed the iso-α-acids diet. IPA canonical pathway analysis of DEGs in a DNA microarray analysis predicted the activation of the “Nrf2-Mediated Oxidative Stress Response” pathway as mentioned above. 

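Some genes known as targets of Nrf2 other than glutathione S-transferases rose in the iso-α-acids diet group. Entpd5 was at 10.86 ± 0.028 (SD, n = 5) in this group and at 9.55 ± 0.088 (SD, n = 5) in the control diet group on the log2 scale, a 2.48-fold difference (adjusted p = 1.77e-06 from limma). Microsomal epoxide hydrolase (Ephx1) was 2.34-fold higher (adjusted p = 0.000682 from limma), and Cyp2a5 rose by 1.94 on the log2 scale (standard error 0.26). The ferritin genes Fth1 and Ftl1, which store iron, rose by 0.15 (standard error 0.0068) and 0.32 (standard error 0.054). Of 32 genes measured, 15 rose, none fell and 17 did not pass limma's test, and rank products called 22 upregulated and 2 downregulated. Nqo1 and heme oxygenase 1 (Hmox1), both often used as markers of Nrf2 activity, did not pass, with log2 differences of 0.75 (standard error 0.17, adjusted p = 0.130 from limma) and -0.14 (standard error 0.17). These 2 genes were named after their values had been seen. Adjusted over the list alone, 20 rose and 1 fell. The mean log2 difference was 0.50 (camera, adjusted p = 4.56e-27, and adjusted p = 6.09e-05 with an estimated correlation). The varying genes lay above the control mean by 0.59 in replicate 1 and by 0.57 in replicates 2 to 5 of the iso-α-acids diet group. Without 1 mouse, limma called from 11 to 17 genes of the list higher. The genes Gclc, Gclm and Gsr of this list are also in Table 1, and Cyp2a5 is also in the list of xenobiotic cytochromes P450. Whether Nrf2 raised these genes was not tested, so the rise of the list does not by itself point to Nrf2.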

IPA upstream analysis predicted the activation of Nrf2 as an upstream regulator of the DEGs (activation Z-score: 5.506). These results strongly suggested the contribution of Nrf2 to the hepatic gene expression changes induced by iso-α-acids intake.

The accumulation of Nrf2 in the nucleus leads to the expression of antioxidant genes. However, the gene expression levels of Nrf2 and its specific repressor Kelch-like ECH-associated protein 1 (Keap1) were not changed in the liver by iso-α-acids intake in a DNA microarray analysis. Therefore, we examined the nuclear translocation of Nrf2 protein by using a murine hepatocyte cell line with iso-α-acids administration. 

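The probe sets of Nfe2l2, which encodes Nrf2, and of Keap1 were flat over the 10 arrays. Nfe2l2 was at 7.90 in both diet groups on the log2 scale, with an SD over all arrays of 1.05e-05 and an adjusted p of 0.903 from limma (exact permutation test, p = 0.540). Keap1 was at 8.17 in both groups, with an adjusted p of 0.920 from limma (exact permutation test, p = 0.611). Actb, the reference gene of the RT-PCR, was flat as well, at 12.41 in both groups (adjusted p = 0.987 from limma). Because qFARMS had shrunk these probe sets to near constants, their values cannot tell an unchanged level from a change that the summary removed.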

First, we measured the GST and ALDH activities of the iso-α-acid-treated Hep1c1c7 cell lysates (Fig 4A and 4B). Overall GST and ALDH activities were enhanced by iso-α-acids treatment in vitro as well as in the liver. In vitro analysis revealed that their activities were dose dependent. Even 5 ppm of iso-α-acids administration significantly enhanced both GST and ALDH activities. Next, Western blot analysis with the nuclear fraction of the iso-α-acids treated cells was performed. The results showed that iso-α-acids induced Nrf2 accumulation in the nuclear fraction of Hepa1c1c7 cells in a dose-dependent manner (Fig 5C and 5D). These results indicated that iso-α-acids upregulated the GST and ALDH activities and facilitated the nuclear translocation of Nrf2 in hepatocytes.

**Fig 4:**
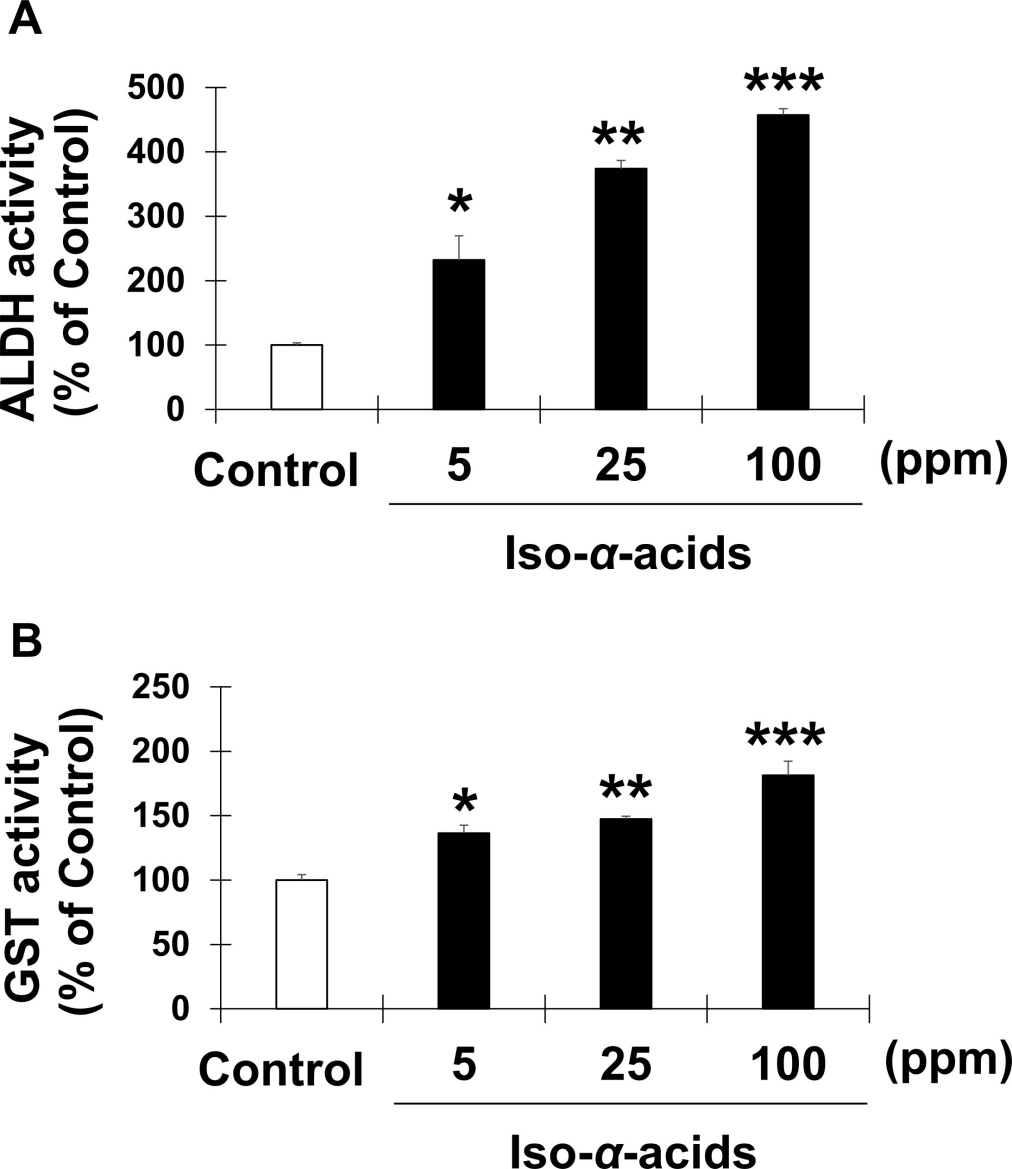
The effect of iso-α-acid treatment on GST and ALDH activity in murine hepatoma cells. Hepa1c1c7 cells were treated with iso-α-acids (5, 25 or 100 ppm) for 48 hours. The GST activity (A) and ALDH activity (B) levels of the cell lysates were examined. Data are shown as the mean ± S.E.M (*n* = 3). *p < 0.05, **p < 0.01, ***p < 0.001 (vs. the control group).

**Fig 5:**
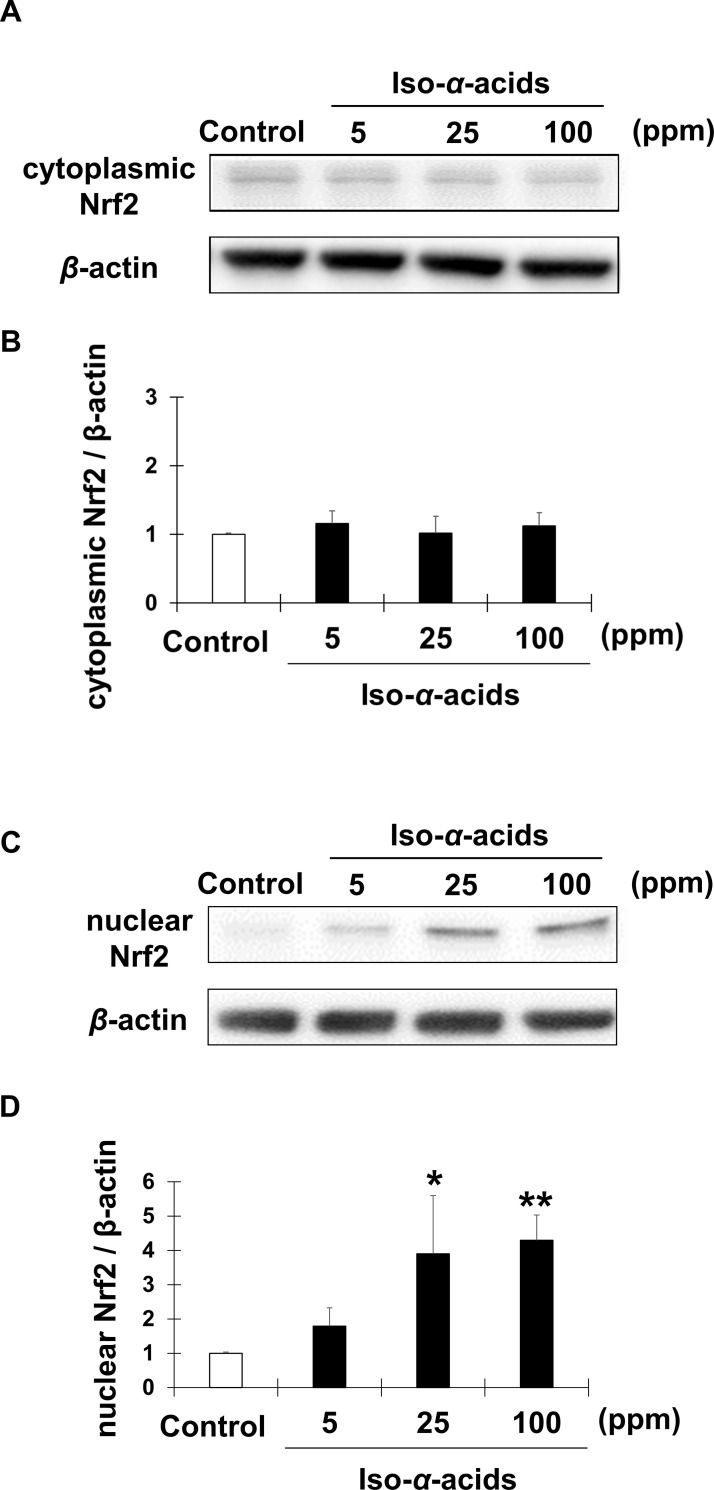
The effect of iso-α-acid treatment on nuclear translocation of Nrf2 in murine hepatoma cells. Hepa1c1c7 cells were treated with iso-α-acids (5, 25 or 100 ppm) for 48 hours. Nrf2 protein levels in the cytoplasmic fraction (A) and the nuclear fraction (C) of the cells were examined by Western blotting. Representative images of 3 samples are shown. (B) The graph shows the densitometric quantification of Western blot bands in the cytoplasmic Nrf2. (D) The graph shows the densitometric quantification of Western blot bands in the nuclear Nrf2. Data are shown as the mean ± S.E.M (n = 3). *p < 0.05, **p < 0.01, ***p < 0.001 (vs. the control group).

## Discussion

In this study, we found that iso-α-acids intake suppressed the increase in serum AST and ALT induced with acetaldehyde. Furthermore, we revealed that iso-α-acids increased GST and ALDH activities through the Nrf2-mediated upregulation of gene expression. As a result, we demonstrated that iso-α-acid intake contributed to the hepatoprotective effect.

A previous study showed that iso-α-acids-rich extracts attenuated alcohol-induced hepatic steatosis but did not affect hepatic markers, such as AST and ALT [28]. However, we showed that AST and ALT levels were significantly decreased in the iso-α-acids diet group compared with the control diet group (Fig 1). We speculated that the differences were caused by the exposure to ethanol rather than acetaldehyde. The authors in the previous study administered one oral bolus of ethanol, while we administered acetaldehyde i.p. to induce liver injury in mice. Because the ALDH activity in mouse liver is very high, small traces of acetaldehyde were seen in mouse blood after ethanol injection [19]. Therefore, liver injury in mice might have been insufficient in the previous study. Acetaldehyde injection induced a higher accumulation of acetaldehyde in the blood than ethanol injection [19]. In fact, the AST and ALT levels after acetaldehyde administration in this study were higher than those after ethanol administration in the previous study.

GST catalyzes the reaction of reduced glutathione with xenobiotics. Additionally, the GST molecular species exert an antioxidative effect by working as hydrogen peroxide scavengers [29]. GST subsets are categorized into seven classes (alpha, mu, pi, theta, sigma, zeta and omega) [30]. Gsta4, of the alpha class, is a key enzyme for the removal of 4-hydroxy nonenal (4-HNE), produced by lipid peroxide [31, 32]. Gstt2, of the theta class, has glutathione peroxidase activity and reduces lipid peroxide to alcohol [33]. A previous study reported that GST activated by quercetin can protect against acute alcohol-induced liver injury in mice [34]. Our results showed that iso-α-acids significantly increased GST activity, suggesting that GST participated in the protective effect against alcohol-induced liver oxidative injury.

Acetaldehyde is a reactive compound that can interact with the thiol and amino groups of DNA, protein, and lipids. Acetaldehyde adducts, such as 4-HNE, may cause the inhibition of protein function, cause an immune response, inhibit ALDH2 and GST activity, and thereby exacerbate ALD [35, 36]. MDA is one of the lipid peroxidation decomposition products and is widely used as a main marker of lipid peroxidation [37]. The TBARS method is a technique used to detect MDA spectrophotometrically through the reaction of MDA with thiobarbituric acid [22]. A previous study showed that ALDH2 contributes to the prevention of ALD by removing acetaldehyde and lipid peroxidation-derived aldehydes, such as MDA and 4-HNE [38, 39]. The iso-α-acid diet decreased TBARS levels in the liver, suggesting that iso-α-acids intake inhibits the accumulation of lipid peroxide in the liver by increasing ALDH and GST activity.

Nrf2 and its specific repressor Keap1 mediate cellular responses to oxidative stress and regulate the transcription of the genes including enzymes involved in detoxification, antioxidation and ethanol-acetaldehyde degradation. Nrf2, once dissociated from Keap1, translocates to the nucleus and facilitates the expression of target genes by binding to antioxidant responsive elements in their promoter regions [11]. Nrf2 regulates the expression of multiple antioxidant and detoxification genes during oxidative stress. Nrf2 is ubiquitinated by Keap1 and is degraded rapidly by the proteasome; thus, the Nrf2 protein level is low in cells at steady state [40]. When cells are exposed to toxins or oxidative stress, they are detected by Keap1 cysteine residues and then modified. Such molecular events reduce the ubiquitination level of Nrf2 and lead to its stabilization and nuclear accumulation [41]. Nrf2 binds to antioxidant response elements in the nucleus and promotes the transcription of antioxidant and detoxification genes, such as the subunits of GST, ALDH, and others [42]. Our in vitro assay showed that iso-α-acids induced the nuclear accumulation of Nrf2 and the elevation of GST and ALDH enzymatic activities. These results strongly suggest that iso-α-acids protected against liver injury by regulating the Nrf2-Keap1 signaling pathway. Further studies such as the observation of Nrf2 nuclear localization in primary hepatocytes and/or in live samples from iso-α-acids fed animals are required to explain the precise mechanisms involved in Nrf2-mediated antioxidant effects of iso-α-acids. Similar observations using nuclear transport inhibitor or proteasome inhibitor treated-cells and Nrf2-null mice would provide further insight.

Several compounds have been reported as Nrf2 activators. Dimethyl fumarate and bardoxolone methyl are clinically used as a major drug for psoriasis and multiple sclerosis and as a candidate drug for chronic kidney disease, respectively. Plant-derived compounds, including epigallocatechin gallate, sulforaphane, resveratrol and carnosic acid, are also known as activators of the Nrf2-Keap1 signaling pathway and are used as clinical drugs as well as functional food factors [43]. These compounds activate Nrf2 by chemical modification of Keap1 cysteine residues [44]. In particular, sulforaphane upregulates the expression of ALDH and GST genes and protects against alcoholic liver disease via the Nrf2-Keap signaling pathway [21, 45–47]. Since the present study is consistent with these reports, iso-α-acids may modify Keap1 cysteine residues and activate the pathway.

In the previous study, iso-α-acids prevented nonalcoholic fatty liver disease in mice at a dose of 0.5% (w/w) in the diet [48]. And intake of iso-α-acids significantly enhanced ALDH activities at doses of 0.5% or more (S2 Table). We selected the dose of iso-α-acids based on these studies. This concentration is equivalent to approximately 300–500 mg/kg body weight. Commercial beer contains hop-derived iso-α-acids at a concentration of approximately 20–40 mg/L. It was shown that the blood concentration of iso-α-acids reached approximately 0.1 ppm at 30 min after the consumption of 600–800 mL of beer in humans [49]. This study showed that 5 ppm iso-α-acids was effective in hepatocytes. Therefore, the contribution of hop-derived iso-α-acids in beer for the prevention of liver injury may be very small.

## Conclusions

In conclusion, we showed that iso-α-acids intake protected against acetaldehyde-induced liver injury. Iso-α-acids upregulated the expression of the GST and ALDH genes, resulting in increase of their overall activity. Moreover, iso-α-acids promoted the nuclear accumulation of Nrf2. We conclude that iso-α-acids enhanced antioxidation and detoxification and protected against ROS and xenobiotic substances in the liver. Iso-α-acids intake from beer may have some impact on liver protection, although the amount of iso-α-acids in beer is very small. However, the extrapolation of animal data to humans has not been clarified yet in this study. Further investigations, such as animal tests of using ethanol-fed mice, ALDH2 knockout mice, biogenetics, and dose assessment as well as human studies, are required to develop hepatoprotective functional foods containing iso-α-acids.

## Supporting information

S1 Table The effect of iso-α-acids intake on body weight and liver weight in mice.

S2 Table Body weights, serum biochemical parameters, and hepatic biochemical parameters for three doses of iso-α-acids (without acetaldehyde treatments).

S1 Fig Principal component analysis of qFARMS-quantified DNA microarray data. The labels on the x- and y-axes represent PC1 and PC2, respectively, with the proportion of variance in parentheses. Circles: control group, squares: iso-α-acids group.
(TIF)

S2 Fig Significantly enriched GO terms found in the upregulated DEGs induced by iso-α-acids intake. DEGs obtained by a DNA microarray analysis were classified into functional categories based on GO biological process terms using a modified Fisher’s exact test with a Benjamini-Hochberg multiple testing correction method (FDR < 0.05). Count: the number of genes involved.
(TIF)

S3 Fig Significantly enriched GO terms found in the downregulated DEGs induced by iso-α-acids intake. DEGs obtained by a DNA microarray analysis were classified into functional categories based on GO biological process terms using a modified Fisher’s exact test with a Benjamini-Hochberg multiple testing correction method (FDR < 0.05). Count: the number of genes involved.
(TIF)

S1 Raw images

# Supplementary material for: Dietary iso-α-acids prevent acetaldehyde-induced liver injury through Nrf2-mediated gene expression
**Source:** PLoS One. 2021 Feb 5;16(2):e0246327. doi: 10.1371/journal.pone.0246327
**Supplement:** S1 Table

**S1 Table. The effect of iso-α-acids intake on body weight and liver weight in mice.**

|  | **Control** | | |  | **Iso-α-acids** | | |
| --- | --- | --- | --- | --- | --- | --- | --- |
|  | **Mean** | **±** | **S.E.M** |  | **Mean** | **±** | **S.E.M** |
| **Body weight (g)** | **23.41** | **±** | **0.42** |  | **23.13** | **±** | **0.34** |
| **Liver weight (g)** | **0.78** | **±** | **0.03** |  | **0.75** | **±** | **0.04** |

All parameters are shown as the means ± S.E.M (*n* = 5). **P* < 0.05 (vs. the control group)

# Supplementary material for: Dietary iso-α-acids prevent acetaldehyde-induced liver injury through Nrf2-mediated gene expression
**Source:** PLoS One. 2021 Feb 5;16(2):e0246327. doi: 10.1371/journal.pone.0246327
**Supplement:** S2 Table

**S2 Table. Body weights, serum biochemical parameters, and hepatic biochemical parameters for three doses of iso-α-acids (without acetaldehyde treatments).**

The nine-week-old male C57BL/6NCrSlc consumed each iso-α-acids diet for a week. For serum AST and ALT assay and liver tissue collection, tail vein blood samples and liver samples were collected under deep anesthesia without acetaldehyde treatment. All parameters are shown as the means ± S.E.M (*n* = 3). Different lowercase letters represent significant differences (*P* < 0.05) by one-way ANOVA with the Tukey multiple comparison test.

# Supplementary material for: Dietary iso-α-acids prevent acetaldehyde-induced liver injury through Nrf2-mediated gene expression
**Source:** PLoS One. 2021 Feb 5;16(2):e0246327. doi: 10.1371/journal.pone.0246327

Fig. 5A, raw image

- Lane 1 and 15 ; Pre-stained Protein Markers (Nakarai)
- Lane 2 ; WESTERN-VIEW Western Protein Size Marker (Wako)
- Lane 3, 7, and 11 ; Control
- Lane 4, 8, and 12 ; Iso- α -acids 5 ppm
- Lane 5, 9, and 13 ; Iso- α -acids 25 ppm
- Lane 6, 10, and 14 ; Iso- α -acids 100 ppm

anti-Nrf2 blot for cytoplasmic protein

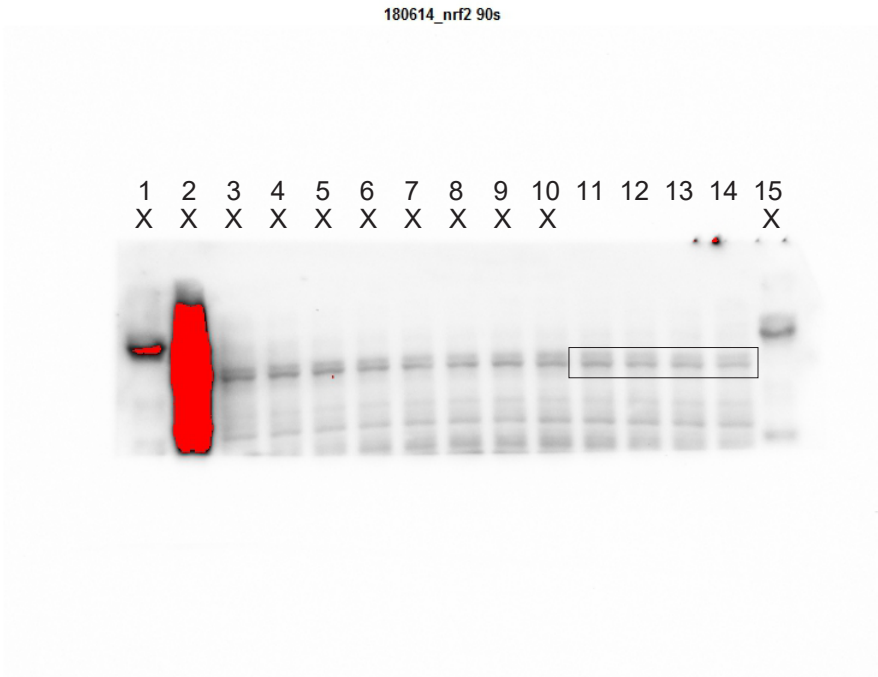

anti- β -actin blot for cytoplasmic protein

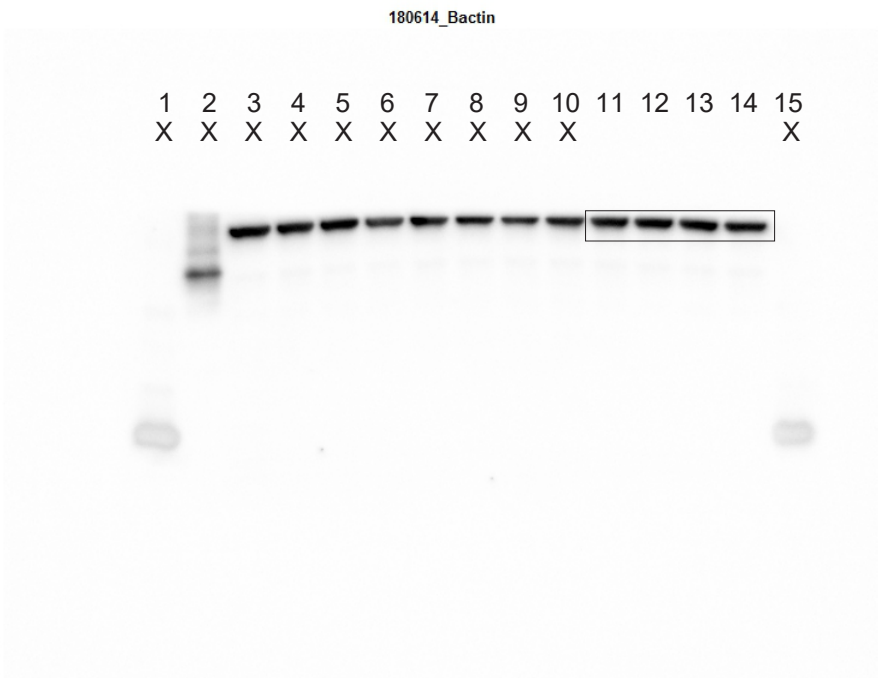

Fig. 5B, raw image

- Lane 1 and 15 ; Pre-stained Protein Markers (Nakarai)
- Lane 2 ; WESTERN-VIEW Western Protein Size Marker (Wako)
- Lane 3, 7, and 11 ; Control
- Lane 4, 8, and 12 ; Iso- α -acids 5 ppm
- Lane 5, 9, and 13 ; Iso- α -acids 25 ppm
- Lane 6, 10, and 14 ; Iso- α -acids 100 ppm

anti-Nrf2 blot for nuclear protein

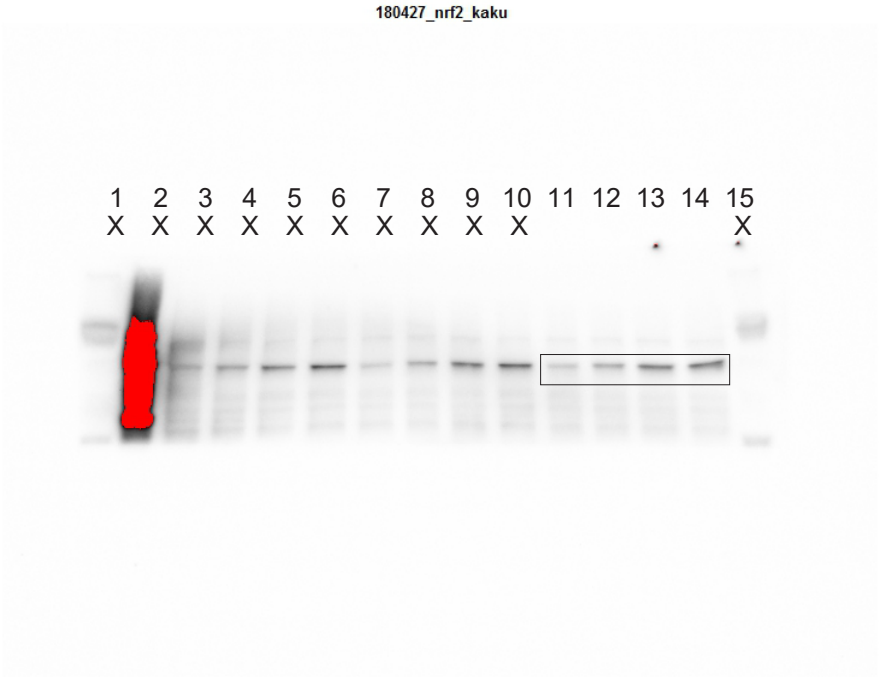

anti- β -actin blot for nuclear protein

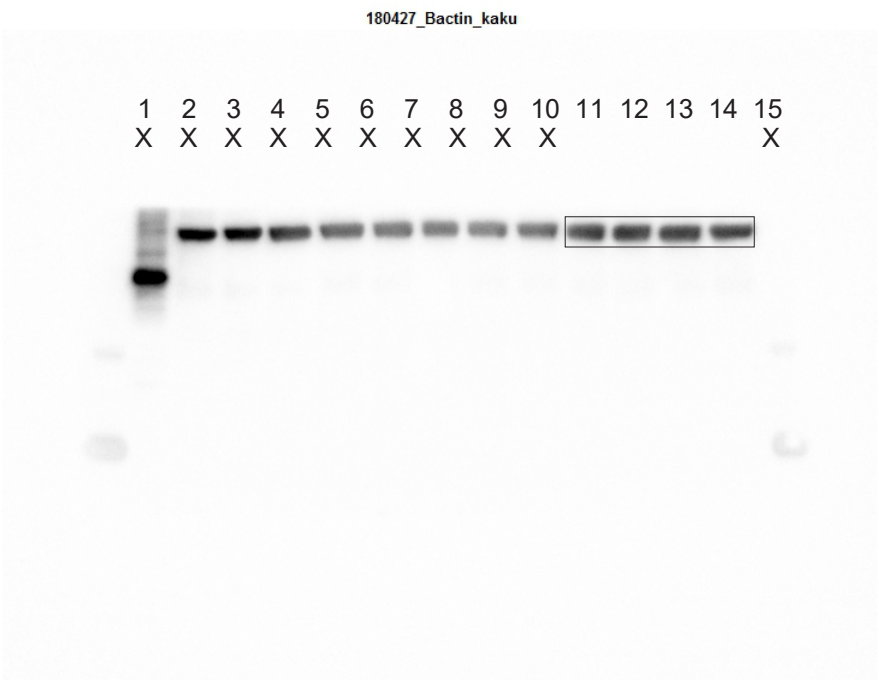

**Supplement:** S1 Raw images

How the deposited data were processed for this re-analysis (not part of the article)

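Liver RNA of 10 male mice was measured, with 1 mouse on each Clariom S Mouse Array, 5 mice fed the iso-α-acids diet and 5 pair-fed the control diet for 1 week, all 5 h after 200 mg/kg of acetaldehyde. The log2 values were made by the authors before deposition, according to the paper's methods: CEL files were quantile normalized and summarized to 1 value per probe set with qFARMS in R and Bioconductor. The versions, the probe definition file and the settings of qFARMS are not stated in the paper's text, nor is the log base, which was read from the range of the values. The deposited values were used without further normalization. Of 22206 probe sets, 0 were array control probe sets. Gene symbols came from the platform annotation and were looked up by Entrez identifier in a RefSeq gene table of the mouse assembly GRCm38.p6, used for names only. All 19572 identifiers were found and 0 symbols changed. They named 19505 genes, of which 2172 had a varying probe set. A gene with several probe sets was represented by the one with the highest mean over the 10 arrays.

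The main test was limma 3.58.1 (lmFit and eBayes without trend, prior degrees of freedom 0.348, Benjamini-Hochberg adjusted p under 0.05, two-sided) in R 4.3.3. The paper's own test, rank products, was computed over all 120 pairings of the 5 and 5 arrays, taking the median over pairings, with p from the gamma distribution and a Benjamini-Hochberg FDR under 0.05 in each direction. The paper's text gives neither the version of its rank products package nor its settings. The whole profile was compared with a distance-based pseudo-F and an exact permutation test. The 43 gene lists came from Table 1 and from textbook knowledge, were fixed before the data were examined, and were tested with camera on limma's fit with a preset correlation of 0.01, Benjamini-Hochberg adjusted over the lists, with an estimated correlation and fry beside it. Exact permutation tests of single genes were two-sided and took all 252 labelings, with a smallest p of 0.00794.

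The 66 named genes followed a rule written before the data were examined: every gene the paper names for the arrays or for RT-PCR of these livers, the 10 largest rises and the 10 largest falls that passed limma's test with no overlap between groups, and up to 4 members of each list that passed it. The FDRs of Table 1 and the bars of Fig 2 had been seen by then. Other members of lists given as examples were chosen after their values had been seen. Both tests were tested on simulated data made from these arrays, with 200 probe sets changed by known amounts. Of 50 probe sets changed by 0.5 on the log2 scale, limma recovered 29 and rank products 49, and of 50 changed by 1, they recovered 46 and 50. Of 22006 unchanged probe sets, limma called 9 and rank products 405, so the higher recovery of rank products came with more false calls. With flat probe sets left out, rank products called 16 of 2239 unchanged probe sets and recovered 4 of the 50 changed by 0.5. Of 40 simulated lists that were not changed, camera called 1 at a p under 0.05. The simulated probe sets were drawn independently of one another. This count therefore does not test camera on lists whose genes vary together, such as ribosomal proteins (estimated correlation 0.68).

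The alternatives were leaving out each mouse, centring or quantile normalizing the arrays again, filters on dim (25% of probe sets) and on little varying (50%) probe sets, the replicate number as a block, other variance models, array weights, the methods' t-test, other forms of rank products, 1 probe set per gene, a threshold of 0.01, a minimum log2 difference of 0.5, and scaling or the 1000 most variable probe sets for the profile. Restricting the tests to varying probe sets, with an SD of at least 0.001, was added after the data were seen. The labels of the 10 arrays were regrouped into 100 of the 126 splits into 5 and 5, with seed 20210205. The GO and pathway analyses of the paper were not repeated, since their gene sets were not used here. The serum, enzyme, RT-PCR and cell line measurements were not analysed here.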

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

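The tests of a mislabelled sample and of a control mouse under this label, of RNA from other cell types and of feeding state were chosen only after the results were seen, as was the choice of values examined for a mouse apart from its group.

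Replicate 1 of the iso-α-acids diet group lay apart from the other 4 mice of its group. Its gap to the nearest other mouse, divided by the range of the group, was 0.995 on the first principal component and 0.955 on the second, where 0.71 is the critical value for 5 samples. For the mean of the varying genes of a list it was 0.933 for ethanol and acetaldehyde oxidation, 0.924 for aldehyde dehydrogenases, 0.955 for cholesterol synthesis and 0.881 for fatty acid β-oxidation. Control replicate 2 lay apart for cholesterol synthesis, with 0.725. Of 63 varying named genes, replicate 1 of the iso-α-acids diet group lay apart at 12, and a control mouse at 2. Chance sets a sample apart in about 1 in 20 groups.

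A distortion of intensity in replicate 1 that runs with the level is argued against by the Spearman correlation across 2439 varying probe sets between its deviation from replicates 2 to 5 and their level, which was -0.0872; this does not speak to a shift equal at all levels. A mouse of the control diet under this label is argued against by the means of the varying genes of 3 lists (glutathione S-transferases, other Nrf2 targets and other PPARα targets), in which replicate 1 lay above the highest control mouse by at least 1.91 times the range of the controls. Another kind of mislabelled sample stays open, since over 496 probe sets called without this mouse it lay nearer to replicates 2 to 5 than to the control mice at only 46.8% (232), and, by a measure added after that result had been seen, beyond all 5 control mice on the side of replicates 2 to 5 at 55.2% (274). RNA of other cell types also stays open, because the highest median deviation over 9 marker lists was 0.000496 but most markers were flat and could not have moved; among those that varied, the highest deviation was 0.248 (Dcn, at 10.53 in this mouse), and the neutrophil and pancreatic acinar lists had no varying gene. No biological explanation was tested, since the design gives none for a single mouse.

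Targets of PPARα outside β-oxidation, a group the paper does not discuss, had a mean log2 difference of 1.19, and 9 of 25 rose in limma (7 to 17 without 1 mouse, the 17 without replicate 1 of the iso-α-acids diet group). All 5 mice of this group lay above all control mice in the mean of the varying targets. For a difference in feeding state, which pair-feeding is meant to limit, 14 varying fasting and gluconeogenesis genes in no PPARα list were examined. Their mean log2 difference was 0.00537 (95% interval from the 5 and 5 mice -0.134 to 0.145). This argues against a common rise of these genes by 0.746, a bound set from the mean shift of the varying PPARα targets (1.49). That bound was assumed, and the genes went both ways, from -0.37 (Got1) to 0.63 (Igfbp1). A smaller or mixed effect of feeding state therefore stays open. The timing of the last meals was not measured here, and an action of iso-α-acids on PPARα was not tested.

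Xenobiotic cytochromes P450, which the paper does not discuss as a group, had a mean log2 difference of 0.82. Kupffer cell and macrophage markers had a mean log2 difference of -0.27 (camera, adjusted p = 2.22e-07, and adjusted p = 0.139 with an estimated correlation).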

How the results depend on the processing

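Restricting the tests to varying probe sets, also with an estimated correlation, was chosen only after the data were seen; the other alternatives were set before. Leaving out each mouse gave limma counts of 65 to 349 higher and 6 to 147 lower (5 to 12 genes of Table 1), the highest without replicate 1 of the iso-α-acids diet group, and rank product counts of 571 to 802 and 464 to 606 (16 to 18 genes of Table 1). The pseudo-F was 4.93 to 13.1. Of the 349 and 147, 131 and 36 were also called with all mice. The shift of cholesterol synthesis ranged from 0.30 to 0.69, with adjusted p from 3.79e-15 to 0.172 (camera), and lost its call without any 1 of 7 mice. With the replicate number as a block, limma called 21 higher and 1 lower, and 1 gene of Table 1; mice with the same number were not alike (correlations -0.205 to 0.233), and the block takes degrees of freedom. Quantile normalization again gave 71 lower, and trend with robust fitting 23 lower. Leaving out the least variable probe sets gave 60 lower in limma and 476 and 454 in rank products. A threshold of 0.01 gave 51 higher, 3 lower and 5 genes of Table 1, and 499 and 441 in rank products. A minimum log2 difference of 0.5 gave 60 higher, 6 lower and 5 genes of Table 1. The methods' t-test without adjustment gave 1008 higher, 1039 lower and 17 genes of Table 1. Varying probe sets alone gave 327 higher and 168 lower in limma (122 and 24 shared with the main calls), and 93, 75 and 5 genes of Table 1 in rank products. Their list shifts were 0.14 for antioxidant enzymes (adjusted p = 0.0534) and 0.46 for cholesterol synthesis (adjusted p = 0.252), both past the threshold over all genes, as were iron and heme handling, the TCA cycle and branched-chain amino acid degradation, which also lost their calls (adjusted p = 0.226, 0.101 and 0.226), ketogenesis (0.369) and sinusoidal endothelial markers (0.196). With an estimated correlation, ethanol oxidation (0.27, adjusted p = 0.139), ribosomal proteins (0.15, 0.252), cholesterol synthesis (0.38, 0.614), β-oxidation (0.55, 0.0929), Kupffer cells (0.139), the TCA cycle (0.267), branched-chain amino acid degradation (0.206), ketogenesis (0.139) and sinusoidal endothelial markers (0.267) lost their calls, and 8 of 17 lists kept theirs; with fry the first 3 (adjusted p = 0.0503, 0.0814 and 0.540) and the last 4 (0.0801, 0.112, 0.0864 and 0.120) did. Over varying probe sets with an estimated correlation in camera, Table 1 (adjusted p = 0.0263) and other Nrf2 targets (0.00287) kept their calls. The genes of Table 1 were chosen on these arrays, so its call is not independent evidence, and Gclc, Gclm and Gsr are in both lists. Glutathione S-transferases (0.70, adjusted p = 0.314), antioxidant enzymes (0.14, 0.707), ethanol oxidation (0.44, 0.741) and aldehyde dehydrogenases (0.44, 0.635) lost their calls. So did ribosomal proteins (0.17, 0.741), cholesterol synthesis (0.46, 0.845), β-oxidation (0.55, 0.649), cytochromes P450 (0.314) and other PPARα targets (0.367). Kupffer cells (0.635), iron and heme handling (0.635) and the TCA cycle, branched-chain amino acid degradation, ketogenesis and sinusoidal endothelial markers (0.741 each) lost theirs as well. Translation initiation factors turned from a log2 difference of 0.017 to -0.00107 after quantile normalization (adjusted p = 0.0272). Fewer mice, fewer probe sets or a stricter threshold account by construction for part of these changes; otherwise the cause was not tested. Over named genes and alternatives, no called direction reversed, 1055 values stayed on their side of the threshold, 231 lost the call, 24 gained it and 6 moved. Keeping array control probe sets changed nothing, as there were none. Signal over background was not measured here, and flat probe sets limit what can be seen.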

Differences from the paper's values

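Limma over varying probe sets alone was chosen only after the data were seen. The paper's Fig 2 gives RT-PCR folds, normalized to Actb, from livers of the same experiment; the array folds below are a different assay. For Gsta2, the fold was 4.36 on the arrays and the paper's is about 1.0 in Fig 2, read by eye. For Gstt2, it was 3.34 on the arrays and the paper's is about 1.3 in Fig 2, read by eye. For Adh1, it was 1.11 on the arrays and the paper's is about 1.7 in Fig 2, read by eye. For these 3 genes, the difference held under every alternative set before the data were examined that gives a fold. For Gsta4, Gstm1, Sod1, Aldh1a1 and Aldh2, the folds were within 1.5 times of each other or closer than the spread between mice, except for Gsta4 without control replicate 5 (1.28 on the arrays). The array folds of these genes were 1.40, 1.71, 1.08, 1.63 and 1.05. The paper's are about 2.0, 2.3, 1.1, 1.8 and 1.5 in Fig 2, read by eye. This bound is wide, as it passes Aldh2, which hardly differed on the arrays, so it does not show that the assays match.

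The paper states that Gsta2 was not raised in RT-PCR, while on the arrays it rose (adjusted p = 0.0331 from limma; log2 difference 1.87 to 2.29 over the settings run, past the threshold in 11 of 20, with a highest adjusted p of 0.229). The paper states that Gsta4, Adh1, Aldh1 and Aldh2 were raised in RT-PCR, while limma over all probe sets called none of them (adjusted p = 0.304, 0.130, 0.102 and 0.495); Gstm1 and Gstt2 were raised in both. Rank products called all 4 upregulated. The methods' t-test without adjustment called Gsta4, Adh1 and Aldh1a1. Limma without replicate 1 of the iso-α-acids diet group called Adh1 and Aldh1a1 (adjusted p = 0.0296 and 0.00525), and array weights called Aldh1a1 (adjusted p = 0.0314). Limma over varying probe sets alone, chosen after seeing the values, called Gsta4, Adh1 and Aldh1a1 (adjusted p = 0.0475, 0.0197 and 0.00988) and left 6 of the 19 genes of Table 1 uncalled. Limma called Aldh2 under no setting run. Over the other adjusted settings, set before the data were examined, the highest adjusted p was 0.462 for Gsta4, 0.404 for Adh1, 0.289 for Aldh1a1 and 0.807 for Aldh2.

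For the 19 genes of Table 1, the rank product FDRs computed here were 1.08 to 27.7 times the paper's (median 1.44), and all 19 were under 0.05, as in the paper. This excess depends on the form of the test: with p from permutations, the ratios were 0 to 1.47 and 16 of the 19 were below 1. Ratios of 0, such as those of Gsta2 and Gstt2, arose where no value in 100 permutations was as extreme. They mark the resolution of the permutations and are not evidence of an FDR under the paper's.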

Other observations

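The 12 tests of single lists under other splits were added after the number of lists past the threshold had been seen, and the bounds for the test of flat probe sets were set after a simulation had been seen.

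Of 25 PPARα targets outside β-oxidation, 9 rose, of which 4 are Cyp4a genes, and the others are Cd36 and the acyl-CoA thioesterases Acot1, Acot2, Acot3 and Acot4, singled out from the list after their values had been seen. Acot3 had a log2 difference of 2.14 (standard error 0.27, adjusted p = 0.0128 from limma). The list was not tested without its Cyp4a genes. In it none fell and 16 did not pass limma's test. As a group it was higher (camera, adjusted p = 1.29e-18, and adjusted p = 0.0319 with an estimated correlation). Among varying probe sets alone, the call was lost with an estimated correlation (adjusted p = 0.367 from camera). Adjusted over the list alone, 13 rose, and without 1 mouse limma called from 7 to 17, the 17 without replicate 1 of the iso-α-acids diet group. Of 20 genes of iron and heme handling, 3 rose, among them Cpox (log2 difference 0.49), an enzyme of heme synthesis, with a mean log2 difference of 0.05 (camera, adjusted p = 0.00386, and adjusted p = 0.0473 with an estimated correlation). Rank products called 6 of these 20 upregulated and 5 downregulated, the call of the list was lost over varying probe sets alone (adjusted p = 0.226 from camera on limma's fit), and without 1 mouse limma called from 1 to 4 of them. Among glucuronosyltransferases and sulfotransferases, Ugt2b35 rose by 0.85 and Ugt2b34 by 0.42, and 17 of 19 genes did not pass.

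The mean of the varying markers of Kupffer cells and macrophages lay below that of all 5 control mice in all 5 mice of the iso-α-acids diet group. Of 17 measured, none passed limma's test, 10 were lower at an unadjusted p under 0.05 and rank products called 10 downregulated, among them Clec4f (log2 difference -0.66, standard error 0.13) and Csf1r (-0.51, standard error 0.11), named after their values had been seen. Of 16 sinusoidal endothelial markers, none passed limma's test, 2 were lower at an unadjusted p under 0.05 and rank products called 5 downregulated. Of 26 acute phase genes, none passed limma's test and 2 were lower at an unadjusted p under 0.05. Rank products called 18 of the 26 downregulated and 4 upregulated, with a gene counted in both. The varying acute phase genes lay 0.93 above the control mean in replicate 1 and at -0.37 in replicates 2 to 5.

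Rank products called 1532 probe sets where limma called 169, and flat probe sets are a candidate explanation for part of this number, since almost any varying probe set ranks as extreme among flat ones. In simulated data, rank products called 405 of 2239 unchanged varying probe sets when flat ones were included and 16 when they were not. Limma called 9 of all 22006 unchanged probe sets when flat ones were included, and 10 of the 2239 when they were not. Leaving out flat probe sets also cost rank products power: of 50 probe sets changed by 0.5, it recovered 4 in place of 49. Over other splits of the mice, the median of the rank product calls was 371, which lies between the bounds set for this explanation, so how much of the 1532 it accounts for cannot be told apart from a real difference. Chance can be excluded for the number itself, since 1 of 100 splits, that of the diets, gave as many (highest other 1275).

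For the number of probe sets called by limma, 1 of 100 splits, that of the diets, reached it (169, highest other 1), which argues against chance. For the number of lists past the threshold, chance cannot be excluded: 5 of 100 splits gave at least the 17 of the diet groups, with a highest other of 21. The 4 other splits that reached 17 each keep 4 of the 5 mice of the iso-α-acids diet group together, so they hold much of the diet contrast, and no split of 3 and 2 gave more than 14 lists. After that result, the mean shifts of 12 lists were tested one by one, with shares not adjusted for one another. For Table 1, 1 of 100 splits reached the shift (0.61, highest other 0.41), but its genes were chosen on these arrays, so this says nothing about chance. Only the split of the diets, 1 of 100, reached the shift of glutathione S-transferases (0.53, highest other 0.37), other Nrf2 targets (0.50, 0.34), antioxidant enzymes (0.10, 0.088), aldehyde dehydrogenases (0.21, 0.20), β-oxidation (0.55, 0.54), other PPARα targets (1.19, 0.98), cytochromes P450 (0.82, 0.61) and Kupffer cells (0.270, 0.262). Taken singly, each of these 8 shares is under 0.05. Glutathione S-transferases, other Nrf2 targets, antioxidant enzymes and aldehyde dehydrogenases hold genes of Table 1, however. Other PPARα targets, cytochromes P450 and Kupffer cells were picked after their shifts had been seen, and β-oxidation led the next split only narrowly. These shares therefore do not by themselves exclude chance. For ethanol and acetaldehyde oxidation 4 of 100 splits reached the shift (0.27, highest other 0.32), and for ribosomal proteins 3 of 100 (0.15, highest other 0.16), so that other splits gave larger shifts, though each share is under 0.05. Counted over 12 tests, no share of 100 splits could be under 0.05, whatever the shift, so these splits cannot test the 12 together. For cholesterol synthesis chance cannot be excluded, with 29 of 100 splits (0.38, highest other 0.85).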
